# Metabolic Landscape and Cell-Type-Specific Transcriptional Signatures Associated with Dopamine Receptor Activation in the Honeybee Brain

**DOI:** 10.3390/biology15020174

**Published:** 2026-01-17

**Authors:** Miaoran Zhang, Kai Xu, Meng Xu, Jieluan Li, Yijia Xu, Qingsheng Niu, Xingan Li, Peng Chen

**Keywords:** *Apis mellifera*, brain energy metabolism, dopamine, glycolysis, pentose phosphate pathway

## Abstract

Background: Honeybees sustain vital ecological roles through foraging behavior, which provides pollination services and is likely regulated by dopamine signaling coupled to brain energy metabolism. However, the genetic and metabolic mechanisms underlying this regulation remain unclear. Methods: We treated honeybee workers with the dopamine receptor agonist bromocriptine and employed an integrative approach, combining liquid chromatography–mass spectrometry (LC–MS) metabolomics with single-nucleus RNA sequencing (snRNA-seq). Results: Metabolomics revealed increased levels of N6-carboxymethyllysine (CML) and a coordinated shift in central carbon metabolites, including higher glucose, pyruvate, and lactate within glycolysis, and ribose-5-phosphate in the pentose phosphate pathway (PPP). Integration with transcriptomics showed heterogeneous responses: glial cells exhibited higher glycolysis pathway scores and upregulated hexokinase expression compared to neurons, whereas major PPP enzymes were upregulated in both glial and neuronal subsets. Conclusions: These findings suggest that dopamine receptor activation is associated with altered whole-brain metabolic profiles and concurrent, cell-type-specific upregulation of glycolytic and PPP enzyme genes, particularly in glia. This study characterizes these neuro-metabolic associations, offering insights into the cellular and metabolic basis of foraging behavior in worker bees.

## Simple Summary

The pollination services provided by honeybees make them vital for global food security. To perform demanding tasks such as foraging, bees must manage their energy efficiently, a process regulated by brain chemicals such as dopamine. However, it is not fully understood how dopamine specifically alters the brain’s energy usage. In this study, we treated honeybees with a substance that activates dopamine receptors and used advanced analysis to examine changes in their brain chemistry and gene activity. We found that dopamine receptor activation coincides with a shift in metabolism, causing the brain to consume more sugar for energy. Crucially, we observed that this energy boost occurs primarily in glial cells—the “support cells” that protect and feed the neurons—rather than in the nerve cells themselves. We also detected chemical markers indicating that this high-energy mode produces stress byproducts. These results suggest that support cells are metabolically active in fueling the honeybee brain during complex behaviors. Understanding these internal energy mechanisms provides new insights into how bees adapt to environmental stress, which is essential for understanding the metabolic constraints that support the demanding task of foraging.

## 1. Introduction

In honeybee colonies, workers flexibly allocate limited energy to sustain vital ecological tasks, particularly foraging and pollination, which is a process likely regulated by neuromodulatory systems [1,2,3,4,5]. Recent studies indicate that these behavioral states are not merely fueled by energy consumption but are tightly coupled to specific reconfigurations of brain energy metabolism in honeybees. For instance, highly aggressive individuals exhibit a shift toward aerobic glycolysis, characterized by increased glycolytic gene expression and metabolite levels alongside relatively reduced oxidative phosphorylation. Consistently, exposure to alarm pheromones, which elicit colony-level aggression, shifts brain metabolism toward a more glycolytic state [6,7]. These findings support a model in which behavioral specialization and responses to environmental challenges are intrinsically supported by the reprogramming of central carbon metabolism. However, while the correlation between behavior and metabolic state is well-documented, the upstream regulatory signals that orchestrate this metabolic switch remain to be identified.

Neuromodulatory systems, particularly biogenic amines, are the likely candidates for coupling environmental cues to such metabolic transition. Dopamine (DA) serves as a major central hub in this context: it may influence behavioral output and integrate social signals such as queen mandibular pheromone in higher-order brain regions [8,9,10,11,12,13,14]. Crucially, beyond its behavioral role, emerging evidence suggests that dopamine directly modulates the neuroendocrine control of glycolysis. In mice, elevated dopamine levels have been shown to increase phosphoglycerate kinase-1 (PGK1) activity and enhance glycolysis [15]; in *Drosophila melanogaster*, administration of L-DOPA reduces systemic glucose levels, suggesting that dopamine promotes glycolytic flux [16]. These cross-species lines of evidence imply that the dopamine system likely is integral to coupling social signals and behavioral state transitions with the reprogramming of brain energy metabolism. However, the precise molecular and cellular mechanisms by which dopamine drives these metabolic shifts in the honeybee brain remain unclear.

To trace dopamine-dependent shifts in brain energy metabolism at a molecular level, insights from mammalian studies offer a potential biochemical approach. Research has shown that advanced glycation end products (AGEs) such as N6-carboxymethyllysine (CML) accumulate under conditions of high glycolytic flux and oxidative or carbonyl stress [17,18,19]. CML is widely recognized as a stable biomarker of oxidative stress in metabolic and degenerative diseases [20,21,22]. However, beyond these pathological associations, CML accumulation fundamentally reflects the intensity of upstream carbon flux and dicarbonyl byproducts. Consequently, AGE-related metabolites could serve as integrative signatures of carbonyl and oxidative stress associated with dopamine-related metabolic reprogramming, yet it is unknown whether the activation of dopamine receptors in the insect brain is sufficient to drive such biochemical signatures.

Recent advances in single-cell and single-nucleus transcriptomics have provided insights into the cellular architecture and function of the brains of honey bees and other insects. These studies have not only revealed the diversity of cell populations such as Kenyon cells, glia, and optic lobe neurons, but have also linked specific cell types to caste differentiation, behavioral maturation, and social aggression [2,23,24]. Meta-analyses and single-cell work further suggest that glial populations, though numerically sparse in insect brains, may be involved in metabolic plasticity and behavioral phenotypes [25,26]. However, it remains unclear which honeybee brain cell types undergo metabolic shift in response to dopamine signaling, and whether these effects preferentially engage glycolytic and pentose phosphate pathway activity in specific neuronal or glial subsets. Therefore, combining single-cell-resolution transcriptomics with metabolic state analysis to decode the cellular mechanisms linking dopamine signaling and brain energy metabolism is an important objective.

In this study, we employed an integrative multi-omics approach, combining untargeted and targeted metabolomics with single-nucleus RNA sequencing (snRNA-seq) in dopamine receptor agonist-treated honeybee brains. This strategy enabled us to define dopamine-associated metabolic signatures at the whole-brain level and map these central carbon pathway shifts to specific cell types, providing a cell-type-resolved perspective on metabolic alteration in honeybee; such resolution is essential for understanding the bioenergetic mechanisms sustaining neural function during complex behaviors.

## 2. Materials and Methods

### 2.1. Drug Treatments

Drug treatments were delivered at the whole-colony level (≈15,000 workers per colony) using a fine mist applied directly onto the bees, a procedure previously established for pharmacological exposure in eusocial insects [27]. Bromocriptine (Gedeon Richter Plc., Budapest, Hungary), a dopamine receptor agonist, was dosed by scaling the maximal recommended human intake to the average worker bee mass (0.1 g, relative to a 60 kg human), yielding an estimated exposure of ~2 μg per bee (30 mg per colony) [28]. To account for genetic and environmental variability, the bees used in all experiments were sourced from three independent colonies maintained under identical conditions. The main experiment comprised two treatment conditions monitored over five consecutive days. Colonies in the bromocriptine (BRC) group received a daily spray of a solution containing twelve 2.5 mg bromocriptine tablets dissolved in 100 mL ddH_2_O, whereas the control colonies were sprayed with 100 mL ddH_2_O only. In all cases, solutions were evenly sprayed over the hive under standardized outdoor conditions to ensure comparable exposure across individuals [27].

### 2.2. Sample Collection and Brain Dissection

The honeybees used in this study were obtained from colonies raised at the Jilin Academy of Apiculture Science (Jilin City, Jilin Province, China). The colonies were maintained outdoors under natural environmental conditions, and all specimens were of the species *Apis mellifera carnica*. Forager bees were collected at hive entrances between 9:00 and 16:00 while carrying pollen baskets and returning to the nest. Collected bees were anesthetized on ice in a dissection dish and washed twice with ethanol and phosphate-buffered saline (PBS; Thermo Fisher, Cat# 10010023, Waltham, MA, USA). Brains were dissected in PBS on ice under a stereomicroscope (OLYMPUS EP50, Olympus Corporation, Tokyo, Japan). The surrounding tracheae, ocelli, and compound eyes were carefully removed, and the brains were rinsed with 1 mL of PBS.

### 2.3. Quantitative PCR

To validate activation of dopamine receptor signaling prior to metabolomic profiling, we measured the transcript levels of the D2-like dopamine receptor gene *Dop3* and the downstream effector gene *PKA-c1* using quantitative PCR (qPCR). For each treatment condition (BRC and ddH_2_O), five independent biological replicates were collected. These replicates were sourced across the three independent colonies to ensure representative sampling. Each replicate consisted of pooled brains from eight forager honeybees (workers returning to the hive with pollen loads on the hind legs).

Total RNA was isolated using a commercial RNA extraction kit (Sangon Biotech, Cat# B511321, Shanghai, China) following the manufacturer’s instructions. In brief, dissected brains were homogenized in TRIzol reagent (Invitrogen, Cat# 15596026, Carlsbad, CA, USA), followed by phase separation with chloroform (Sigma-Aldrich, Cat# C2432, St. Louis, MO, USA). The aqueous phase was combined with anhydrous ethanol and passed through the silica-based columns supplied with the kit. After a series of washing and centrifugation steps, RNA was eluted in 30 µL of DEPC-treated water and stored at −80 °C until use.

First-strand cDNA was synthesized from total RNA using a reverse transcription kit (BBI, Cat# B639251, Shanghai, China). Reactions were assembled according to the manufacturer’s recommendations and run on a thermal cycler with the following program: 25 °C for 5 min, 42 °C for 30 min, and 85 °C for 5 min to inactivate the reverse transcriptase.

qPCR reactions were prepared with the GoTaq qPCR kit (Promega, Cat# A6001, Madison, WI, USA) and run on an Applied Biosystems 7500 real-time PCR system (Foster City, CA, USA). Primer sequences for *Dop3*, *PKA-c1*, and the reference gene *GAPDH* are provided in Table S1. Each reaction was performed in technical duplicate using the cycling conditions recommended for the GoTaq kit: initial activation at 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. A dissociation curve analysis was included at the end of the run to verify amplification specificity.

Relative expression levels were calculated using the 2^−ΔΔCt^ method with *GAPDH* as the internal control. For each gene, fold changes between the BRC and ddH_2_O groups were computed from five biological replicates per condition. Group differences were assessed using unpaired, two-tailed Student’s *t*-tests implemented in R (v4.4.0), and *p* < 0.05 was considered statistically significant.

### 2.4. Untargeted Metabolomics

For untargeted metabolomics, six biological replicates were generated for each treatment condition, with each colony contributing two replicates to capture inter-colony variance. Each replicate comprised pooled brain tissue (~15 mg) collected from 10 worker foragers per group. Metabolites were extracted by grinding tissue in liquid nitrogen and suspending the powder in 500 µL of ice-cold 80% methanol. After incubation on ice for 5 min, samples were centrifuged at 15,000× *g* for 20 min at 4 °C. The supernatant was diluted with LC–MS-grade water to a final methanol content of 53% and centrifuged again; the resulting clarified extract was used for UHPLC–MS/MS profiling.

Chromatographic separation was carried out on a Vanquish UHPLC system (Thermo Fisher, Waltham, MA, USA) coupled to an Orbitrap Q Exactive HF mass spectrometer (Thermo Fisher, Waltham, MA, USA) using a Hypersil Gold column (100 × 2.1 mm, 1.9 µm) with a 12 min gradient at 0.2 mL/min. Data were acquired in both positive and negative ionization modes using water/methanol mobile phases containing either 0.1% formic acid (positive mode) or 5 mM ammonium acetate at pH 9.0 (negative mode). Quality control (QC) samples were prepared by pooling equal aliquots from all study samples and injected at regular intervals throughout the analytical sequence to monitor instrument performance.

Raw files were processed in Compound Discoverer 3.3 (Thermo Fisher, Waltham, MA, USA) for peak detection, retention time alignment, and intensity extraction. Metabolites were annotated by matching spectral features to mzCloud, mzVault, and in-house MassList libraries with a 5 ppm mass tolerance on precursor ions and MS/MS spectra; only features with full MS1/MS2 matches were retained. Peak intensities were normalized to total ion signal, and features showing a coefficient of variation > 30% in pooled QC samples were removed. Subsequent data analysis was performed in R (v4.4.0). Data cleaning and reshaping were conducted using the tidyverse (v2.0.0) suite of packages (including dplyr, tidyr, and readr) [29]. Visualizations, including PCA score plots and volcano plots, were generated using ggplot2 (v4.0.0) [30]. Orthogonal partial least squares discriminant analysis (OPLS-DA) models were fitted to discriminate BRC and ddH_2_O groups. Model quality was evaluated based on the cumulative model fit (R^2^Y) and predictive ability (Q^2^Y). To further evaluate the contribution of individual metabolites to the group separation, the correlation coefficients between the metabolite abundance and the predictive component of the OPLS-DA model were calculated using the ropls R package (v1.40.0). To assess the risk of overfitting, a permutation test with 200 iterations was performed to generate empirical *p*-values for the class discrimination. Variable importance in projection (VIP) scores were extracted. For each metabolite, group differences were assessed using two-sided Student’s *t*-tests; the resulting *p*-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) procedure. Differential metabolites were defined as those with VIP > 1, FDR-adjusted *p* < 0.05, and a log_2_ fold change ≥ 0.8 or ≤−0.8. The same normalization and statistical framework were applied to all annotated metabolites.

### 2.5. Targeted Metabolomics Analysis

Brain samples were handled on ice throughout preparation to limit degradation. For each measurement, brains from 10 individual bees were pooled to obtain ~15 mg wet tissue, allowing for minor variation in individual brain mass. A total of six biological replicates per treatment group were analyzed, ensuring balanced representation from the three source colonies. Each pooled sample was weighed, combined with 20 µL deionized water and 10 ceramic beads, and homogenized for 3 min in a Bullet Blender (BB24, Next Advance Inc., Troy, NY, USA). A 120 µL aliquot of ice-cold methanol containing a mixture of stable isotope-labeled internal standards (Glutamic acid-^13^C_5_, Pyruvic acid-^13^C_3_, Succinic acid-d_4_, Malic acid-d_3_, Aspartic acid-d_3_, Lactic acid-^13^C_3_, Serine-d_3_, Glutamine-^13^C_5_, D-Glucose-d_7_, Fructose-^13^C_6_, Citric acid-d_4_, α-Ketoglutaric acid-^13^C_5_, and Fructose-6-phosphate-^13^C_6_) was then added, followed by a second 3 min homogenization. Samples were centrifuged at 18,000× *g* for 15 min at 4 °C (Microfuge 20R, Beckman Coulter, Indianapolis, IN, USA), and 20 µL of the resulting supernatant was dispensed into each well of a 96-well plate.

For derivatization, 20 µL of 200 mM 3-nitrophenylhydrazine and 20 µL of 120 mM EDC hydrochloride were added to each well and incubated at 30 °C and 1450 rpm for 60 min (MSC-100, Hangzhou Allsheng Instruments Co., Ltd., Hangzhou, China). The reaction was stopped by adding 350 µL of ice-cold methanol solution. After centrifugation at 4000× *g* for 20 min at 4 °C (Allegra X-15R, Beckman Coulter, Indianapolis, IN, USA), 150 µL of the clear supernatant was transferred to a fresh 96-well plate for LC–MS analysis.

Targeted metabolite profiling was carried out on an Acquity I-Class UPLC system (Waters Corporation, Milford, MA, USA) coupled to a Xevo TQ-S mass spectrometer (Waters Corp., Milford, MA, USA). Injection order was randomized within and across treatment groups, with QC and blank samples periodically injected to monitor analytical stability. Raw UPLC–MS/MS data were processed in MassLynx v4.1 (Waters) for peak detection, integration, calibration, and quantification. Statistical analyses were performed in R v4.4.0. Differential metabolite abundance was determined using the limma package (v3.48.0) [31], which employs linear models and empirical Bayes statistics. Hierarchical clustering heatmaps were generated using the ComplexHeatmap package (v2.27.0) [32] with color mapping provided by circlize (v0.4.17) [33]. Pathway enrichment analysis was conducted using the Small Molecule Pathway Database (SMPDB) [34] and the MetaboAnalyst online platform (v5.0) [35].

### 2.6. Library Preparation, Processing, and Preliminary Analyses of snRNA-Seq Data

For snRNA-seq, single nuclei were isolated using a mechanical extraction protocol optimized for honeybee brain tissue [36]. Briefly, dissected brains were homogenized in 2 mL of ice-cold nuclei isolation buffer containing 10 mM Tris-HCl, 146 mM NaCl, 1 mM CaCl_2_, 21 mM MgCl_2_, 0.1% NP-40, and RNase inhibitor using a Dounce homogenizer. The homogenate was filtered through a 40 μm cell strainer to remove debris and centrifuged at 500× *g* for 5 min at 4 °C. The supernatant was discarded, and the nuclear pellet was resuspended in wash buffer. Prior to library preparation, nuclei quality and concentration were assessed using DAPI staining to verify structural integrity and absence of clumping. A single sequencing library was generated for each treatment condition (BRC or ddH_2_O). To maximize biological representativeness and mitigate colony-specific effects, each library was prepared by pooling 30 forager brains, with 10 brains sampled from each of the three independent colonies. Nuclei isolation and library construction were then performed. Sequencing libraries were generated using the Chromium Single Cell 3′ Library and Gel Bead Kit v3.1 (10×Genomics, Pleasanton, CA, USA) and sequenced on an Illumina NovaSeq 6000 platform (San Diego, CA, USA) with a paired-end 150 bp (PE150) strategy, targeting at least 100,000 reads per nucleus.

CellRanger (v7.0.1, 10× Genomics) was used to demultiplex raw reads, align them to the *Apis mellifera* Amel_HAv3.1 reference genome, and generate gene–barcode count matrices. The resulting matrices for the BRC and ddH_2_O groups were imported into Seurat (v5.0.0) [37] to create one Seurat object per group. Quality control filters were applied at the nucleus level using the following criteria: log_10_GenesPerUMI > 0.85, 200 < nFeature_RNA < 5000, and mitochondrial gene percentage (percent.mt) < 5%. The log10GenesPerUMI metric was computed as log_10_(nFeature_RNA)/log_10_(nCount_RNA) to capture library complexity. Potential doublets were identified and removed using the scDblFinder R package (v1.11.4) with dbr.sd = 1.

After QC and doublet removal, the two Seurat objects were integrated using the canonical correlation analysis (CCA)-based integration workflow implemented in Seurat. Standard preprocessing steps (NormalizeData, FindVariableFeatures, ScaleData) were applied, followed by principal component analysis (PCA). Unsupervised clustering was performed in the shared low-dimensional space using the first 50 principal components, and clusters were visualized with Uniform Manifold Approximation and Projection (UMAP). Detailed parameter settings for integration, dimensionality reduction, and clustering are provided in the accompanying analysis code. Cell types were manually annotated based on the expression patterns of established canonical marker genes for honeybee brain populations (listed in Table S2). Annotation was performed by visualizing the expression distribution of these markers using dot plots. A cluster was assigned to a specific cell type identity if it exhibited a distinct enrichment profile for the corresponding markers, characterized by higher average expression levels and a greater proportion of expressing nuclei compared to other clusters.

### 2.7. Cell Type Proportion Analysis

To test whether dopamine receptor activation was associated with shifts in cell type composition, we compared the proportions of major cell types between BRC and ddH_2_O groups using the scProportionTest (v1.0) R package [38]. For each annotated cluster, the proportion of nuclei assigned to that cell type was calculated within each sample, and differences in proportions between treatment conditions were evaluated using the permutation-based framework implemented in scProportionTest. Briefly, the null distribution of proportion differences was generated by repeatedly permuting the condition labels across nuclei and recalculating cluster-wise proportions, and empirical *p*-values were derived from these permutation tests. Confidence intervals for the magnitude of proportion differences were obtained via bootstrapping, as provided by the package. Resulting *p*-values were adjusted for multiple testing using the Benjamini–Hochberg procedure, and clusters with FDR-adjusted *p* < 0.05 were considered to show significant changes in cell type proportions.

### 2.8. Gene Set Definition and JASMINE Scoring

Gene sets for glycolysis, gluconeogenesis, the pentose phosphate pathway (PPP), insulin/insulin-like growth factor signaling (IIS), and the tricarboxylic acid (TCA) cycle were derived from Gene Ontology (GO) biological process annotations and mapped to *Apis mellifera* orthologs using available homology information. For each GO-based gene set, we first summarized per-gene detectability across cell types by calculating (i) the maximum percentage of nuclei expressing the gene (max_pct) and (ii) the maximum average expression (max_avg) across annotated cell types. To restrict scoring to genes that were robustly detected, gene-specific thresholds were defined within each gene set as the 70th percentile of max_pct (with a lower bound of 5%) and the 70th percentile of max_avg; genes exceeding both thresholds were retained. To avoid over-filtering, if fewer than five genes passed these criteria, the top-ranked genes based on a composite score combining scaled max_pct and max_avg (equal weights) were retained to a minimum of five genes per gene set.

Pathway expression scores at the single-nucleus level were computed using the JASMINE algorithm for single-cell signature scoring [39]. For each gene set and each nucleus, JASMINE computes two complementary metrics: an approximate mean rank of the signature genes among all expressed genes in that cell, and an enrichment score reflecting the overrepresentation of the signature within the expressed gene set. Both components were scaled to the range 0–1 and averaged to yield a composite activity score per nucleus for each gene set. These single-nucleus scores were then used to compare the distribution of pathway activity across cell types.

### 2.9. Differential Expression Analysis

Differential expression analysis between BRC and ddH_2_O conditions was performed separately within each annotated cell type using standard functions implemented in Seurat. Prior to testing, gene expression counts were normalized using Seurat’s Normalize Data function and log_10_-transformed according to the package defaults. For each gene and each cell type, nuclei were partitioned by treatment group, and group-wise differences were assessed using non-parametric tests embedded in the Seurat differential expression framework. Resulting *p*-values were adjusted for multiple comparisons using the Benjamini–Hochberg FDR procedure, and genes with FDR-adjusted *p* < 0.05 were considered significantly differentially expressed. log_2_ fold changes reported in the main text are defined as log_2_(BRC/ddH_2_O) based on normalized expression values within the corresponding cell type.

To systematically quantify the magnitude of transcriptional perturbation and cell type responsiveness, we employed two complementary computational approaches. The Augur R package (v1.0.0) [40] was used to prioritize cell populations by calculating Area Under the Curve (AUC) scores, reflecting the separability of treatment conditions within each cell type. Additionally, the scDist R package (v1.1.5) [41] was utilized to compute statistical distances, providing a robust metric for the intensity of transcriptional remodeling between BRC and control groups.

Functional interpretation of the identified signatures was performed using g:Profiler (2025 update). For this analysis, differentially expressed genes were selected based on an FDR-adjusted *p* < 0.05, a log_2_ fold change (logFC) > 1.5, and a minimum expression percentage (min.pct) > 0.1. The organism was set to *Apis mellifera* (Western honeybee), and significant pathways were identified using the Bonferroni correction for multiple testing.

While 30 brains were pooled per condition to ensure biological diversity, single sequencing libraries were generated for each group. Statistical analyses were thus performed at the single-nucleus level to characterize cellular and metabolic state differences, as opposed to making population-level inferences. Accordingly, the reported significance values indicate differences in gene expression distributions across the recovered nuclei.

## 3. Results

To investigate the regulatory role of dopamine signaling in energy metabolism in honeybee brains, we established a dopamine receptor agonist (BRC) treatment model. The efficacy of the pharmacological manipulation was validated via qPCR before metabolomic analysis. Compared with the control group (ddH_2_O), the relative mRNA expression of the D2-like dopamine receptor gene *Dop3* was higher in the BRC-treated group (*p* < 0.01), whereas expression of the downstream effector gene protein kinase A catalytic subunit 1 (*PKA-c1*) was lower (*p* < 0.05) (Figure 1A). These changes in gene expression indicated activation of the dopamine receptor signaling pathway.

### 3.1. Bromocriptine Activation of D2-like Receptors Induces CML Accumulation

Untargeted metabolomic profiling was then performed to assess global metabolic changes induced by BRC treatment. In total, 870 metabolites were matched across positive and negative ion modes (Table S3). Principal component analysis (PCA) showed separation between BRC-treated and control brains in both ion modes, and quality control (QC) samples clustered tightly (Figure 1B). Differential metabolite analysis identified multiple metabolites with altered abundance between groups (Figure 1C). The exogenous compound BRC was detected at high abundance in the treatment group. N6-carboxymethyllysine and 3-hydroxydecanoyl carnitine were increased in the BRC group, whereas 4-hydroxy-6-methyl-2-pyrone was decreased (Figure S1A,B). Signal intensities of bromocriptine and N6-carboxymethyllysine were higher in the BRC group than in the controls (bromocriptine: log_2_FC = 0.95; N6-carboxymethyllysine: log_2_FC = 0.32; FDR-adjusted *p* < 0.001 for both) (Figure 1D).

### 3.2. Targeted Energy Metabolism Profiling Reveals a Dopamine-Associated Shift in Glycolysis, PPP, and TCA Intermediates

To validate the accumulation of N6-carboxymethyllysine identified in the untargeted analysis and trace its potential upstream metabolic sources, we next performed targeted profiling of metabolites in glycolysis, the pentose phosphate pathway, and the TCA cycle. An orthogonal partial least squares discriminant analysis (OPLS-DA) model showed that metabolic profiles of the BRC and ddH_2_O groups were separated along the predictive component (P1 = 35.7%), indicating a treatment-associated metabolic shift, whereas the orthogonal component (O1 = 27.2%) captured variation not related to treatment (Figure 2A). In the OPLS-DA VIP volcano plot, metabolites with VIP > 1 and positive correlations with the predictive component—ribose-5-phosphate (R5P), glucose (Glc), fructose-6-phosphate (F6P), fructose (Fru), 3-phosphoglyceric acid (3-PG), pyruvic acid (Pyr), lactic acid (Lac), and oxoglutaric acid (2-OG)—were enriched in the BRC group relative to ddH_2_O (FDR-adjusted *p* ≤ 0.05), whereas dihydroxyacetone phosphate (DHAP), glutamate (Glu), and ribulose-5-phosphate (Ru5P) showed negative correlations (Figure 2B, Table S4).

Direct comparison of metabolite levels confirmed higher concentrations of several glycolytic intermediates and substrates in BRC-treated bees, including Pyr, Lac, 3-PG, glucose, and fructose. The tricarboxylic acid (TCA) cycle intermediate 2-OG was also increased. Within the pentose phosphate pathway (PPP), R5P and F6P were higher in the BRC group. In contrast, 6-phosphogluconic acid, DHAP, and Ru5P were lower in BRC-treated brains (Figure 2C and Figure S1C–M, Table S5). Furthermore, the hierarchical clustering heatmap of differential metabolites visually demonstrated a clear separation in metabolic profiles between the BRC and control groups, revealing a coordinated shift in key energy metabolites, including increased glycolytic and TCA cycle intermediates, following dopamine receptor activation (Figure 2D). Pathway enrichment analysis indicated that the differential metabolites were mainly assigned to glycolysis/gluconeogenesis, the pentose phosphate pathway, and alanine, aspartate and glutamate metabolism (*p* < 0.05) (Figure 2E, Table S6).

### 3.3. snRNA-Seq Reveals Cell-Type-Specific Changes in Enzyme Expression, with Prominent Effects in Glial Populations

To identify the specific cellular populations driving the observed systemic upregulation of glycolytic and pentose phosphate pathways, we performed single-nucleus transcriptomic analysis, initially characterizing cell-type-specific compositional shifts and dopamine receptor distributions. 

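RNA in the nuclei of pooled forager brains was counted in 1 library from bees given bromocriptine (BRC), an agonist of D2-like dopamine receptors, and in 1 library from bees given ddH2O. The paper states that each library pooled 30 brains, 10 from each of 3 colonies, whereas the sample labels give 15 foragers per library. The authors' files hold UMI counts (unique molecular identifiers, which mark each captured RNA molecule) per gene and barcode, made with Cell Ranger and without normalization. Their headers name version 7.2.0 for BRC and 7.0.1 for ddH2O. Each library lists 20000 barcodes, with 76531513 UMIs in BRC and 77047419 in ddH2O. The median barcode held 2109 UMIs and 1067 genes in BRC against 3327 UMIs and 1599.5 genes in ddH2O, so depth and treatment differ together. The filters of the paper were applied, which are a log10 number of genes per log10 UMI over 0.85, between 200 and 5000 genes and a mitochondrial share under 5%. They kept 18691 BRC and 19876 ddH2O nuclei. Removal of the 2795 and 3160 nuclei most like simulated doublets left 15896 and 16716, and this step moved the number of nuclei more than the other filters tried, a minimum of 500 genes (15887 and 16716) or no mitochondrial filter. The kept nuclei had a median of 1863 UMIs in BRC and 3173 in ddH2O. The libraries were integrated by canonical correlation analysis in Seurat with 50 principal components and clustered at a resolution of 0.5. UMIs were then summed per cell type and library and given as CPM (counts per 1000000 UMIs) over the 12202 genes listed for both libraries. Because of the unequal depth, shares of nuclei with a UMI and pathway scores were taken after each nucleus was thinned at random to 1000 UMIs, with 0 nuclei left out. A single library per condition gives no replicate and nuclei are not replicates, so no test across samples was possible. Intervals in parentheses are 95% intervals for counting error only, exact Poisson intervals for counts and their ratios and exact Clopper-Pearson intervals for shares.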

Analysis of 34,232 high-quality nuclei identified major neuronal (KCs, OLCs, OPNs) and glial (SG, CG, EG, AST) populations (Figure 3A,B and Figure S2A,B). 

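A cluster took the name of a cell type where at least 3 of the markers in Table S2, counted over the type and its lineage, were raised, at least 1 marker of the type itself stood 1.5-fold or more above the library's other clusters in each library with at least 20 of its nuclei, and no other type had more markers among the cluster's 10 leading genes. PKA-c1 was left out of the KC markers because its expression is reported as a result, and the marker wrapper matched no identifier in the files. The KC cluster held 1507 BRC and 3080 ddH2O nuclei, the OLC clusters 335 and 1215, and the OPN cluster 15 and 217, so that its name rests on ddH2O alone. Among glia, there were 676 BRC and 1342 ddH2O nuclei of AST, 407 and 1489 of CG, and 198 and 413 of EG. The cluster compared as SG held 682 and 1470 nuclei, but the clusters with this name held 640 and 1 without integration and 639 and 332 at resolution 1.0, so each value for SG rests on the match made by the integration. It met the SG markers, but the OLC marker svp was among its 10 leading genes in ddH2O and no SG or glial marker was, and it was kept as SG by a rule added after seeing the data, so its name is uncertain. Values over all glia include it. Named clusters held 3820 of the BRC nuclei (24.0%) and 9226 of the ddH2O nuclei (55.2%). The same rule on leading genes kept a cluster with raised Lim1 and pan-neuronal markers out of the OLCs, with 19.8% of the BRC and 11.6% of the ddH2O nuclei, and a cluster with raised KC and pan-neuronal markers out of the KCs, with 5.21% and 6.06%. The remaining nuclei lay in clusters with fewer than 3 raised markers of any type in Table S2, in a cluster with under 20 nuclei in each library or, for 453 BRC and 7 ddH2O nuclei, in a cluster with raised photoreceptor markers.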

Using the scProportionTest algorithm, we quantified differences in the relative abundance of recovered nuclei between BRC and control datasets. 

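Among the nuclei of the named clusters, OPNs made up 0.393% (0.220 to 0.647) in BRC and 2.35% (2.05 to 2.68) in ddH2O. For CG the shares were 10.7% (9.69 to 11.7) in BRC and 16.1% (15.4 to 16.9) in ddH2O, and for OLCs 8.77% (7.89 to 9.71) and 13.2% (12.5 to 13.9). The share of AST was 17.7% (16.5 to 18.9) in BRC and 14.5% (13.8 to 15.3) in ddH2O, that of KCs 39.5% (37.9 to 41.0) and 33.4% (32.4 to 34.4), and that of SG 17.9% (16.7 to 19.1) and 15.9% (15.2 to 16.7). EG accounted for 5.18% (4.50 to 5.93) in BRC and 4.48% (4.06 to 4.92) in ddH2O, a difference within counting error. Over all kept nuclei, named or not, the share of each of these types was lower in BRC: 9.48% against 18.4% for KCs, 4.29% against 8.79% for SG, 4.25% against 8.03% for AST, 2.56% against 8.91% for CG and 0.0944% against 1.30% for OPNs. This depended on the clustering too, since the BRC minus ddH2O difference over all kept nuclei was 4.02 points for SG and 6.99 for OPNs without integration, 2.03 for SG at resolution 1.0, and 0.219 (-0.353 to 0.791) for AST with doublets kept. Clustering without integration moved the differences among named nuclei most for KCs, OLCs and OPNs, keeping doublets for AST, CG and EG, and resolution 1.0 for SG. Without integration this difference went from 6.07 to -2.70 percentage points for KCs and from -1.96 to 16.3 for OPNs, and keeping doublets turned that of SG from 1.92 to -3.53.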

We found that the BRC group exhibited lower recovered proportions of OPNs, CG, SG, and KCs and a higher proportion of AST (Figure 3C, Table S7). We then mapped *Dop3* and *PKA-c1* expression across cell types. 

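Neither Dop3 nor PKA-c1 (LOC409791) was used to define or name a cluster. For Dop3, summed UMIs gave 1942 CPM (1891 to 1995) in KCs of BRC and 847 CPM (829 to 865) in ddH2O, and 1126 CPM (1076 to 1178) and 707 CPM (688 to 727) in CG. In OPNs the values were 454 CPM (274 to 709.6) from 15 BRC nuclei and 498 CPM (451 to 549) in ddH2O. The other types lay between 20.9 CPM in OLCs and 242 in AST of BRC, and between 286 in OLCs and 399 in AST of ddH2O. After thinning, 70.5% (68.4 to 72.5) of BRC nuclei in KCs, CG and OPNs together held a Dop3 UMI against 10.3% (8.98 to 11.8) in the other named types. In ddH2O these shares were 49.7% and 23.9%, and unthinned they were 84.8% and 16.6% in BRC and 83.3% and 50.3% in ddH2O. The lowest thinned share, taken as the level of background from free RNA, was that of OLCs, 1.19% in BRC and 20.9% in ddH2O, where the median nucleus held 1939 and 3318 UMIs against 1753 and 3012 in KCs. In ddH2O, SG (22.0%), EG (27.1%) and AST (27.6%) lay close to that level. For PKA-c1, values in BRC ran from 356 CPM (325 to 389) in AST to 1703 CPM (1633 to 1774) in SG, and in ddH2O from 795 CPM (735 to 858) in OPNs to 1464 CPM (1430.4 to 1498) in SG. Its thinned share lay between 28.0% in AST and 78.4% in SG of BRC and between 53.3% in EG and 75.2% in SG of ddH2O, and unthinned those shares were 44.5%, 91.5%, 91.5% and 97.7%. No named type can serve as a background for PKA-c1. Clustering without integration moved the Dop3 contrast in BRC most, from a log2 ratio of 3.71 between KCs, CG and OPNs and the other named types to 2.02.

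**Figure D1:**
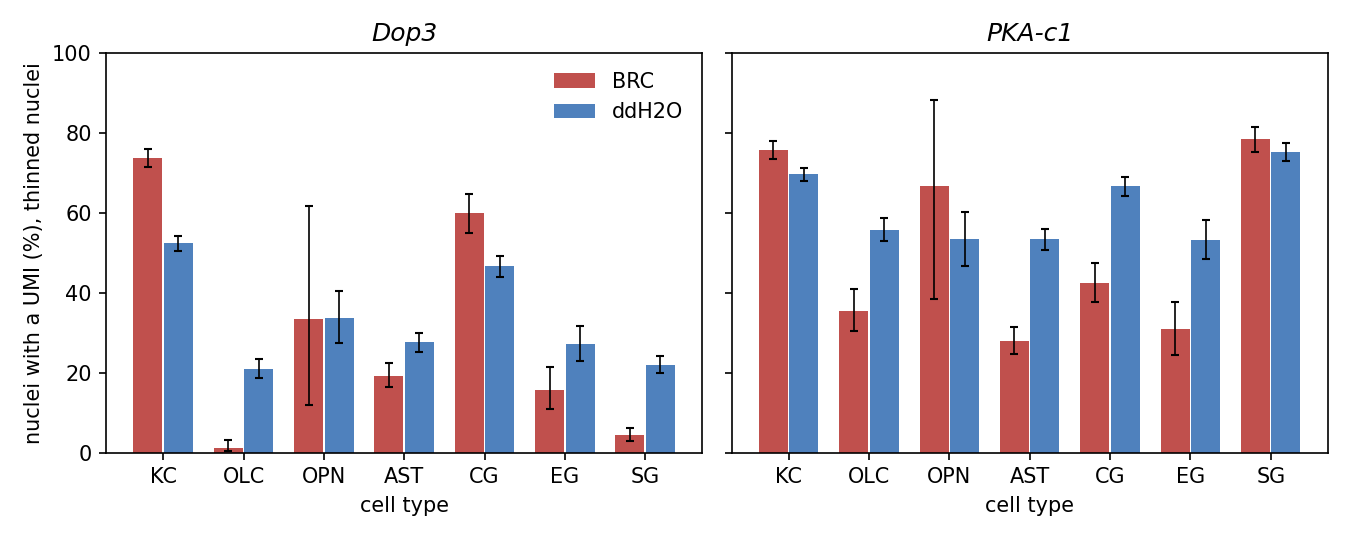
Share of nuclei (%) with a UMI of Dop3 (left) and PKA-c1 (right) after thinning, by cell type, in BRC (red) and ddH2O (blue), with 95% Clopper-Pearson intervals. Dop3 shares of BRC run from 1.19% in OLCs to 73.7% in KCs, and PKA-c1 lies above 20% in each type.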

*Dop3* was mainly expressed in KCs, CG, and OPNs, whereas *PKA-c1* showed broad expression across clusters (Figure 3D).

We next examined cell-type-specific metabolic reprogramming by integrating global pathway expression scoring with the transcriptional profiles of key rate-limiting enzymes. JASMINE module scores were calculated for each nucleus and summarized by cell type. As visualized in Figure 4A, we analyzed the distribution of pathway expression scores across cell populations to characterize metabolic heterogeneity. Overall, statistical comparisons between the aggregate glial and neuronal populations revealed significant differences across all examined metabolic pathways (*p* < 0.001), yet the specific distribution patterns varied distinctively by pathway. 

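Each nucleus was scored as JASMINE does, from the mean rank of a set's detected genes and the odds of their detection, each scaled from 0 to 1 and averaged. The paper took its sets from GO terms, which the reference does not hold, so these are not the paper's sets. The enzymes of Table S8 were used in the groups of the results: 6Pgl, Pgd, Rpi and TKT for the PPP, HK, Pgi, Dera, Tpi and fbp for glycolysis and gluconeogenesis together, and Idh and OGDC for the TCA cycle. The mean thinned score of glia exceeded that of neurons by 0.0815 for glycolysis and gluconeogenesis in BRC and by 0.0318 in ddH2O, beside SDs over nuclei of 0.141 and 0.121 in glia. For the PPP the difference was 0.0177 in BRC and 0.00611 in ddH2O and for the TCA cycle 0.0504 and 0.00285. The score is the mean of its rank and odds parts, which lie equally far on either side of it, at 0.138 and 0.0253 for glycolysis and gluconeogenesis in BRC.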

For glycolysis, glial clusters displayed a distribution density shifted towards higher values compared to neurons; notably, SG cells exhibited a right-skewed pattern with a tail extending into the upper score range, whereas neuronal clusters (KCs, OLCs) were distributed within a lower range. 

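The thinned glycolysis and gluconeogenesis score averaged 0.122 in SG of BRC (SD over nuclei 0.148) and 0.0843 in SG of ddH2O. In SG the median was 0, the 95th percentile 0.409 in BRC and 0.282 in ddH2O, and 55.7% and 67.6% of nuclei scored 0. EG averaged 0.126 and 0.0866, AST 0.106 and 0.0742, and CG 0.0858 and 0.0675. Means were lower in neurons, 0.0259 and 0.0456 in KCs and 0.0366 and 0.0446 in OLCs. From ddH2O to BRC the mean rose by 0.0332 in glia and changed by -0.0165 in neurons. Unthinned, with BRC nuclei shallower, these changes were 0.00162 and -0.0590.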

Regarding the PPP, AST displayed a wider interquartile range, distinguishing them from neuronal clusters which remained at baseline levels. Conversely, although statistically distinct in the aggregate comparison, the distributions for TCA cycle and IIS scores were broad and overlapped considerably across major cell types.

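The PPP score of AST averaged 0.0321 in BRC (SD over nuclei 0.0928) and 0.0127 in ddH2O (SD 0.0552). After thinning, 88.6% of AST nuclei in BRC and 95.0% in ddH2O scored 0, so the interquartile range was 0 in AST, as in each other named type, which leaves it without use for a comparison. Unthinned it was 0 in AST of both libraries as well, and 0.195 in BRC and 0.160 in ddH2O in CG. CG averaged 0.0391 and 0.0188, EG 0.0325 and 0.0168, and SG 0.0255 and 0.0143. KCs averaged 0.0146 and 0.00969, with 94.4% and 96.2% of nuclei at 0.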

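Thinned TCA cycle scores averaged 0.145 in EG, 0.123 in CG, 0.120 in AST and 0.0906 in SG of BRC, with SDs between 0.181 and 0.219 over nuclei, and 0.0640 in KCs and 0.0591 in OLCs. In ddH2O, means ran from 0.0598 in OLCs to 0.0739 in EG.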

We further evaluated whether enzymes associated with the differential metabolites exhibited concordant transcriptional signatures by analyzing their expression patterns at the single-nucleus level to characterize cellular metabolic state differences across major neuronal and glial populations (Figure 4B, Table S8). 

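Enzyme genes were compared as the log2 ratio of their CPM in BRC over ddH2O from UMIs summed per cell type. The median ratio over all genes was itself -0.12 in KCs, 0.13 in AST, 0.18 in CG and 0.17 in EG, and within 0.1 of 0 in the other types. Pgd (LOC552712) had 87 UMIs in BRC and 135 in ddH2O in SG, which is 64.7 against 27.1 CPM and a log2 ratio of 1.25 (0.85 to 1.65). In CG its CPM were 110.2 and 61.8, with a log2 ratio of 0.84 (0.58 to 1.09), and in KCs 30.4 and 15.1, with 1.01 (0.61 to 1.40). With 15 UMIs in BRC and 57 in ddH2O, the difference in OLCs, 0.58 (-0.35 to 1.42), was not detectable at this depth. AST and EG gave 1.14 (0.72 to 1.55) and 0.94 (0.16 to 1.68). In BRC, Pgd reached 214 CPM in clusters nearly without ddH2O nuclei against 57.3 CPM over the named types. The alternative that moved the ratio of SG most was thinning, which gave 0.62 (-0.03 to 1.25), so that the difference in SG was no longer detectable. For CG and KCs it was the mean of log-normalized values per nucleus, the scale of Table S8, with 0.56 in CG and 0.56 in KCs. In OLCs it was keeping doublets, with 1.28.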

For PPP genes, 6-phosphogluconate dehydrogenase (*Pgd*; *LOC552712*) was upregulated in several glial and neuronal populations in the BRC group, with positive log_2_FC values in SG, CG, KCs, and OLCs. 

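Rpi (LOC550767) had 18 UMIs in BRC and 31 in ddH2O in AST, 13.2 and 6.94 CPM, for a log2 ratio of 0.93 (0.01 to 1.81). TKT (LOC550804) had 34 UMIs in BRC and 46 in ddH2O in the same type, 25.0 and 10.3 CPM, for 1.28 (0.59 to 1.95). In KCs, TKT gave 0.68 (0.07 to 1.27) from 36 UMIs in BRC and 80 in ddH2O. In OLCs it gave 0.51 (-0.73 to 1.59) from 9 UMIs in BRC and 36 in ddH2O, a difference not detectable at this depth. In OPNs, 0 UMIs in BRC and 7 in ddH2O give no ratio, since 0 UMIs in the 15 BRC nuclei allow up to 88.2 CPM, above the 8.55 CPM of ddH2O.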

Ribose-5-phosphate isomerase (*Rpi*; *LOC550767*) was increased in AST, and transketolase (*TKT*; *LOC550804*) was increased in AST, KCs, and OLCs, but decreased in OPNs. 

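HK (LOC408818) reached 291 CPM (263 to 321) in SG of BRC and 184 CPM (172 to 196) in ddH2O, a log2 ratio of 0.66 (0.49 to 0.83). In EG the values were 281 and 144 CPM and the ratio 0.96 (0.61 to 1.31). In KCs HK had 59 UMIs in BRC and 381 in ddH2O, and 21.1 against 38.2 CPM gave -0.85 (-1.28 to -0.46). In OLCs the ratio was -0.47 (-1.24 to 0.23), not detectable at this depth. In the same comparison the class markers of glia, summed, changed by a log2 ratio of 1.08 in glia and -0.80 in KCs.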

In the glycolysis/gluconeogenesis set, hexokinase (*HK*; *LOC408818*) was higher in SG and EG but lower in KCs and OLCs. 

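Pgi (LOC551154) fell most in KCs, with 28.6 CPM in BRC and 72.0 in ddH2O and a log2 ratio of -1.33 (-1.68 to -0.99). In OLCs its ratio was -0.73 (-1.32 to -0.20), in AST -0.61 (-0.96 to -0.27) and in CG -0.61 (-0.97 to -0.27). With nuclei thinned to 1000 UMIs, so that each weighs alike, the ratio was -1.25 (-1.74 to -0.78) in KCs, -0.80 (-1.77 to 0.05) in OLCs, -0.74 (-1.30 to -0.21) in AST and 0.0310 (-0.59 to 0.62) in CG, where a fall was no longer detectable. In EG, 45 UMIs in BRC and 178 in ddH2O gave -0.11 (-0.61 to 0.37), and a difference was not detectable at this depth.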

Glucose-6-phosphate isomerase (*Pgi*; *LOC551154*) showed negative log_2_FC values in AST, CG, EG, KCs, and OLCs. 

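Dera (LOC551986) was among the least counted enzyme genes, with 3 UMIs in BRC and 15 in ddH2O in AST, 4 UMIs in BRC and 23 in ddH2O in CG, 1 UMI in BRC and 8 in ddH2O in EG and 10 UMIs in BRC and 27 in ddH2O in KCs. The log2 ratio was -0.61 (-3.04 to 1.21) in AST, -0.41 (-2.41 to 1.14) in CG, -1.12 (-6.59 to 1.78) in EG and 0.40 (-0.81 to 1.50) in KCs, so that no difference was detectable at this depth in any of them. The direction in KCs depends on the scale, since means of log-normalized values gave -0.11 there.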

Deoxyribose-phosphate aldolase (*Dera*; *LOC551986*), which links deoxyribose-phosphate metabolism to the glyceraldehyde-3-phosphate pool, was downregulated in AST, CG, EG, and KCs. Triosephosphate isomerase (*Tpi*) showed a similar pattern, with reduced expression in AST, EG, KCs, and OLCs. 

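Tpi had 82 UMIs in BRC and 647 in ddH2O in KCs, 29.4 and 64.9 CPM, and a log2 ratio of -1.14 (-1.49 to -0.81). In OLCs the ratio was -0.45 (-0.98 to 0.05) and in EG -0.09 (-0.68 to 0.46), neither detectable at this depth. In AST, 107 CPM in BRC and 99.8 in ddH2O gave 0.10 (-0.18 to 0.38), and the direction there changed to -0.21 with means of log-normalized values and to -0.03 with median-of-ratios scaling.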

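Counts of fbp (LOC727153) in SG were 120 UMIs in BRC and 198 in ddH2O, 89.3 and 39.8 CPM, with a log2 ratio of 1.17 (0.83 to 1.50). In OPNs there were 0 UMIs in BRC and 10 in ddH2O. The BRC count allows up to 88.2 CPM, which includes the 12.2 CPM of ddH2O, and gives no ratio.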

Within the gluconeogenic branch, fructose-1,6-bisphosphatase (*fbp*; *LOC727153*) was increased in SG and decreased in OPNs. 

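Idh (LOC551276) had 47.6 CPM in CG of BRC and 28.6 in ddH2O, a log2 ratio of 0.73 (0.34 to 1.12). For OGDC (LOC408286) the values in CG were 224 and 125 CPM and the ratio 0.84 (0.66 to 1.02). In EG OGDC had 117 UMIs in BRC and 252 in ddH2O and a ratio of 0.77 (0.44 to 1.09). In KCs, 120.3 CPM in BRC and 132 in ddH2O differed by -0.13 (-0.31 to 0.04), close to the -0.12 by which the median of all genes moved there.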

For TCA-related genes, cytosolic isocitrate dehydrogenase (*Idh*; *LOC551276*) was upregulated in CG, and oxoglutarate dehydrogenase (*OGDC*; *LOC408286*) was upregulated in CG and EG but downregulated in KCs. These results indicate that the metabolite changes observed after BRC treatment are accompanied by cell-type-specific transcriptional signatures of key enzymes in glycolysis, the PPP, gluconeogenesis, and the TCA cycle.

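Across the 32 pairs of an enzyme gene and a cell type for which the results name a direction, 28 log2 ratios of summed CPM had that sign, 2 (Dera in KCs and Tpi in AST) had the other, and 2 (TKT and fbp in OPNs) gave no ratio. The interval for counting error excluded 0 in 18 of the 28. With thinned nuclei, 22 of 27 pairs with a ratio had that sign, 12 of them with an interval that excluded 0, and 5 had the other, with TKT in OLCs, Pgi in CG and Tpi in EG besides the 2 named. From the enzyme genes that differed between nuclei of the BRC and ddH2O libraries, and from the metabolites that differed in whole brains, the paper concludes that metabolite changes after BRC treatment go along with transcriptional signatures of these enzymes that differ by cell type.

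**Figure D2:**
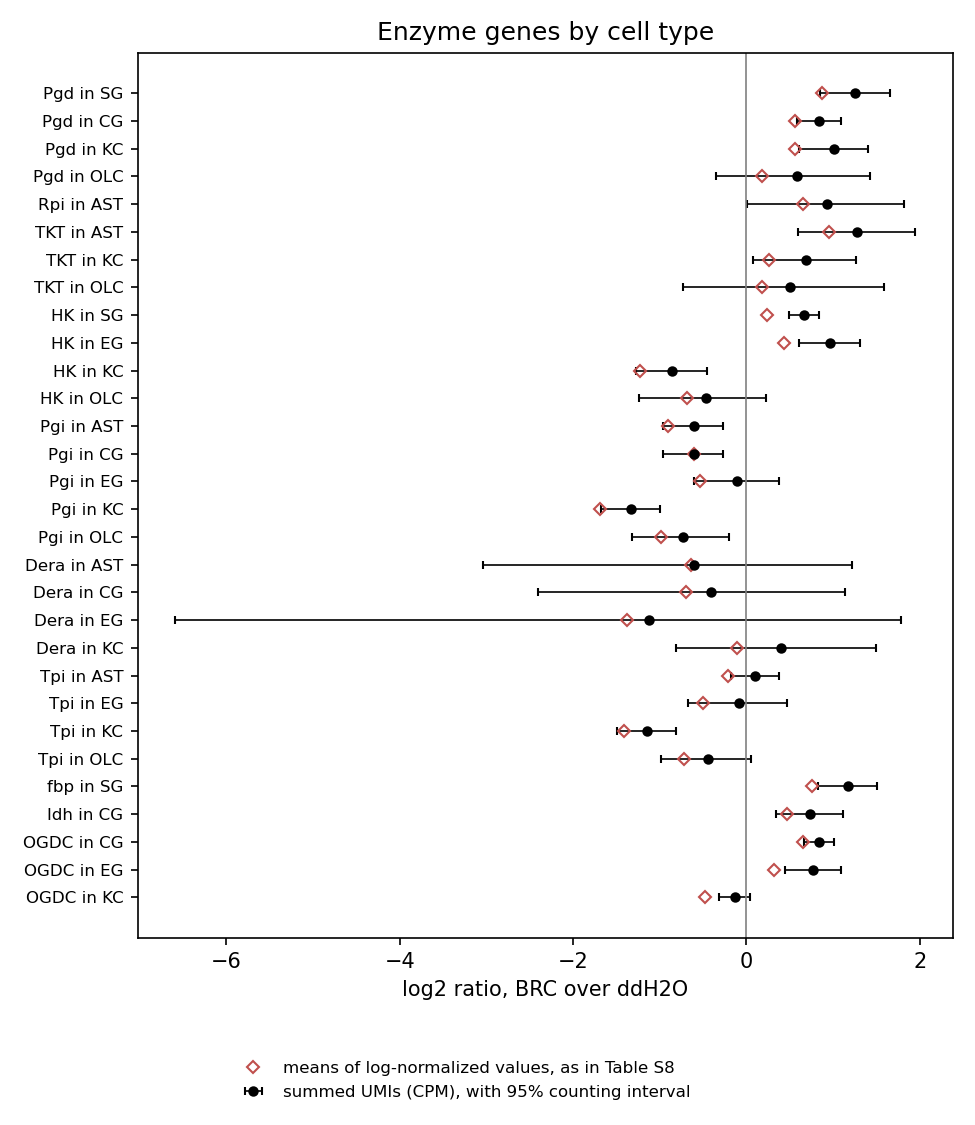
Log2 ratio of BRC over ddH2O for the enzyme genes in each cell type for which the results name a direction. Black points are ratios of summed CPM with 95% counting intervals and red diamonds are ratios of means of log-normalized values, as in Table S8. The 30 ratios of summed CPM run from -1.33 for Pgi in KCs to 1.28 for TKT in AST.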

To systematically quantify the magnitude of transcriptional perturbation across cell types, we evaluated the global responsiveness of each population. Cell type prioritization analysis identified AST and SG as the most sensitive populations, exhibiting the highest AUC scores (AUC > 0.90) (Figure 4C). This observation was consistently corroborated by statistical distance analysis, which revealed that glial populations (SG, EG, AST) underwent significantly more profound transcriptional remodeling compared to neuronal clusters (KCs, OPNs) (Figure 4D). 

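Random forests with the default settings of Augur (50 draws of 20 nuclei per library, 100 trees and 3-fold cross-validation on a random part of the variable genes) were trained to tell BRC from ddH2O nuclei of each type. The mean AUC over the draws was 0.997 (SD 0.00845) in EG, 0.996 (SD 0.00773) in SG, 0.993 (SD 0.0112) in KCs and 0.991 (SD 0.0129) in AST, and 0.962 (SD 0.0284) in OLCs and 0.957 (SD 0.0332) in CG. Between random groups of nuclei from the same library it lay from 0.479 to 0.525. OPNs had too few BRC nuclei for a draw. After thinning, which moved these values most, the AUC was 0.989 in EG, 0.983 in AST, 0.983 in SG, 0.909 in CG, 0.890 in OLCs and 0.884 in KCs. An AUC separates the libraries, which differ in treatment and in all else that differs between single preparations. Forests trained on thinned nuclei of 1 type told the library of nuclei of another type with a median AUC of 0.934 over 30 pairs of types, without the genes of a gland list and the 50 most abundant genes.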

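Distances used 2016 genes. These were the variable genes used for clustering, with Dop3, PKA-c1, the enzyme genes and the defense, maltose and gland lists added. As a distance, the Euclidean length between the libraries' mean log-normalized profiles was taken on 99 nuclei per library, drawn 50 times. It was 19.4 (SD 0.377) in SG, 19.3 (SD 0.338) in EG and 18.9 (SD 0.370) in AST, and 14.9 (SD 0.433) in OLCs, 14.3 (SD 0.203) in KCs and 14.3 (SD 0.425) in CG. Random groups of nuclei from the same library and type lay 3.21 to 4.04 apart. With 7 nuclei per library, the number that OPNs allow, the distance was 17.7 (SD 1.27) in OPNs and 18.7 in KCs against 23.4 in SG, 23.5 in EG and 23.3 in AST, beside 11.5 to 15.2 within libraries. Leaving out the gland list and the 50 most abundant genes moved the distances of SG, AST and KCs most, to 16.8 in SG, 16.6 in AST and 12.2 in KCs. From ddH2O to BRC the pan-neuronal markers fne, nSyb and Syt1 had log2 ratios of -3.34 in SG, -2.92 in EG and -2.92 in AST. They were -0.42 in KCs and -0.70 in OLCs, but -2.64 in CG, where the distance was low. No distance or AUC was taken without neuronal genes, so a part of free neuronal RNA in this ranking stays open. Intervals or a test between types would need replicate libraries.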

Gene Ontology (GO) enrichment analysis of cell-type-specific differentially expressed genes revealed both conserved and divergent functional signatures between neurons and glia (Tables S9 and S10). 

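The reference pairs identifiers with symbols and holds no descriptive names, so short lists of genes recognizable by symbol stood for the GO terms, and genes with at least 20 UMIs over both libraries in a type were compared. The defense list held Def1, Def2, Apid1, PGRP-S3 and Pgrp-s2. Def1 reached 1629 CPM in KCs of BRC against 30.6 in ddH2O, a log2 ratio of 5.74 (5.57 to 5.91), and its ratio was 5.51 in OLCs, 5.66 in AST, 5.64 in EG, 5.71 in SG and 5.04 in CG. Apid1 had 97 UMIs in BRC and 4 in ddH2O in KCs, for 6.44 (5.03 to 8.34). Pgrp-s2 moved in both directions, -2.50 in KCs, -1.99 in AST and 1.45 in SG. The median of the list was 2.66 (1.95 to 3.13) in KCs over 4 genes, 5.51 (4.18 to 5.74) in OLCs over 3, 5.66 (4.57 to 5.85) in AST over 3 and 3.58 (3.29 to 3.87) in SG over 4, at the 99.76, 99.94, 99.90 and 99.99 percentile of 10000 random lists of genes with like expression. In EG too few genes of the list were counted for a median. With genes of at least 100 UMIs, the alternative that moved the median in KCs most, it was 5.74. Within the named types of BRC, Def1 and Apid1 together took a larger share of the UMIs of the shallower nuclei than of the deeper ones, by a log2 ratio of 0.73 (0.68 to 0.78). In ddH2O that ratio was 0.56 (0.38 to 0.75), so the trend is not particular to BRC. No list by symbol could stand for 'cell killing'.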

Notably, a coordinated upregulation of stress-related terms, including ‘defense response’ and ‘immune system process’, was observed across both neuronal (KCs, OLCs) and glial (AST, EG, SG) populations, with OLCs additionally exhibiting specific enrichment for ‘cell killing’. Regarding lineage-specific alterations, SG uniquely exhibited enrichment for upregulated ‘maltose metabolic process’ genes, whereas other glial subtypes (AST, CG, EG) were characterized by the downregulation of ‘transporter activity’ and ‘voltage-gated ion channel activity’. Conversely, downregulated genes in neuronal populations (KCs, OLCs) predominantly mapped to synaptic signaling terms, including ‘extracellular ligand-gated monoatomic ion channel activity’ and ‘neurotransmitter receptor activity’. Collectively, glial populations exhibit more pronounced transcriptional perturbation characterized by metabolic and transport alterations, contrasting with the predominant downregulation of synaptic signaling components in neurons (Figure 4E).

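For maltose metabolism, AGLU2, Hbg2 and Hbg3 were recognizable by symbol. AGLU2 had 525 CPM in SG of BRC and 104 in ddH2O, a log2 ratio of 2.34 (2.17 to 2.50), against 0.55 in KCs, 0.30 in CG, -1.39 in OLCs, -0.86 in AST and -1.82 in EG. Hbg3, which is also in the gland list, was higher in BRC in each type, from 5.32 to 6.63 over the types other than OPNs, and Hbg2 had 2 and 22 UMIs over the named types. The median of this list was 3.83 in SG, 3.36 in KCs, 2.96 in CG, 2.68 in AST, 2.40 in EG and 2.38 in OLCs. The voltage-gated channel genes Cac and Para had a median log2 ratio of -3.11 (-3.22 to -3.01) in AST, -3.06 (-3.27 to -2.90) in EG, -1.83 (-1.92 to -1.74) in CG and -3.64 in SG, against -0.35 in KCs and -0.55 in OLCs. Pan-neuronal markers (fne, nSyb and Syt1) fell in the same glia by a log2 ratio of -2.93. The transporter list (Slc35b1, Dat, Eaat-2, Vmat, VAChT and VGlut) had a median of 0.80 (0.54 to 0.98) in AST, 1.12 (0.94 to 1.22) in CG, 0.37 (-0.21 to 0.73) in EG and -0.54 in SG. Its members moved apart, with -2.91 for VAChT, -3.86 for VGlut and 0.89 for Eaat-2 in AST. In EG the median was -2.71 over genes with at least 100 UMIs.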

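The neurotransmitter receptor list held 26 genes, the nicotinic acetylcholine receptor subunits, GABA, glutamate, serotonin, octopamine, tyramine and dopamine receptors (Dop3 among them) and a pH-sensitive chloride channel that the symbols identify. Its median log2 ratio was -0.61 (-0.75 to -0.36) in KCs, where 8 of 24 compared genes were higher in BRC, and -0.52 (-0.66 to -0.23) in OLCs, where 9 of 24 were. These medians lay at the 0.11 and 0.17 percentile of the random lists. Summed over the list, UMIs rose in KCs, by a log2 ratio of 0.29, and fell by 0.30 on the log2 scale in OLCs. In glia the medians were lower still, -2.14 (-2.47 to -1.93) in AST, -1.27 in CG, -2.19 in EG and -2.74 in SG. The summed receptor genes of glia stood at 18.9% of their CPM in KCs in BRC and at 60.0% in ddH2O.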

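Ranked over all genes with a UMI in over 10% of a type's nuclei, LOC408807 and LOC406114 were among the 3 genes that rose most in each named type other than OPNs, with log2 ratios in KCs of 9.10 (7.87 to 10.73) and 8.18 (7.55 to 8.90). The files do not pair these identifiers with names. Mrjp6, of the gland list, was among them in KCs (8.03), OLCs, CG, EG and SG. LOC410669 was among the 3 that fell most in KCs (-4.71), AST (-5.48) and SG (-6.63), and LOC411958 in KCs (-4.52) and CG (-5.995). From the separation of the libraries by type and the GO terms of its differentially expressed genes, the paper concludes that glia changed more, in metabolism and transport, while neurons mainly lowered synaptic signaling genes.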

### 3.4. Integrated Multi-Omics Analysis Suggests a Metabolic Shunt Towards the Pentose Phosphate Pathway in Glial Cells

To systematically explore the metabolic alterations associated with dopamine signaling, we mapped differentially expressed genes from single-nucleus RNA sequencing and differential metabolites from whole-brain LC-MS analysis onto the central metabolic network (Figure 5). At the metabolite level, elevated levels of key glycolytic and PPP intermediates were observed, including glucose, F6P, 3-PG, Pyr, Lac, and R5P (Figure 5, left panel). This pattern appears consistent with the cell-type-specific transcriptional profiles of rate-limiting enzymes. Specifically, the higher expression of *Rpi* parallels the accumulation of R5P. 

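Beyond AST, the log2 ratio of Rpi was 1.33 (0.35 to 2.28) in SG, from 17 UMIs in BRC and 25 in ddH2O, and 0.84 (0.15 to 1.49) in KCs, from 30 UMIs in BRC and 60 in ddH2O. In CG, 11 UMIs in BRC and 30 in ddH2O gave 0.66 (-0.48 to 1.70), and in OLCs 2 UMIs in BRC and 28 in ddH2O gave -1.30 (-4.42 to 0.69), neither detectable at this depth.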

Notably, the gene encoding *Pgi*, which catalyzes the conversion of G6P to F6P, was downregulated in most cell types. This transcriptional suppression of *Pgi*, juxtaposed with the upregulation of PPP genes (*Pgd*, *Rpi*, *TKT*) in glial cells (Figure 5, right heatmap), could suggest a potential metabolic shunting mechanism where G6P is diverted towards the oxidative branch of the PPP, potentially supporting NADPH production and redox homeostasis. Furthermore, the integrated analysis points to a possible metabolic divergence between neurons and glia. 

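In SG, 104 CPM of Pgi in BRC and 92.0 in ddH2O gave a log2 ratio of 0.18 (-0.10 to 0.45), not detectable at this depth. Over all glia the ratio was -0.26 (-0.43 to -0.09), or -0.14 (-0.40 to 0.13) with thinned nuclei. Without the SG cluster, whose name is uncertain, the ratio over glia was -0.49 (-0.71 to -0.28). Over all neurons it was -1.16 (-1.45 to -0.87). In OPNs, 1 UMI in BRC and 38 in ddH2O gave -0.96 (-6.30 to 1.61).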

Glial cells exhibited upregulation of glycolytic and PPP genes (e.g., *HK*, *Pgd*, *TKT*). In contrast, the reduced expression of *Tpi* in neurons might contribute to the accumulation of upstream triose phosphates and the observed elevation in methylglyoxal-derived advanced glycation end products, specifically CML (Figure 5, dashed lines). 

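Over all glia, 226 CPM of HK in BRC and 124 in ddH2O gave a log2 ratio of 0.87 (0.76 to 0.97), against -0.72 (-1.08 to -0.38) over all neurons. Without the SG cluster the ratio over glia was 0.99 (0.85 to 1.12). The ratio of Pgd was 0.94 (0.75 to 1.12) in glia and 0.94 (0.59 to 1.29) in neurons, and that of TKT 1.51 (1.16 to 1.86) in glia and 0.62 (0.10 to 1.13) in neurons. The differences between glia and neurons were not tested.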

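Over all neurons, 121 UMIs in BRC and 969 in ddH2O gave a log2 ratio of -0.93 (-1.21 to -0.66) for Tpi, and over all glia the ratio was 0.34 (0.20 to 0.49). Within glia it was 0.58 (0.32 to 0.84) in CG and 0.37 (0.11 to 0.64) in SG, where means of log-normalized values reversed it to -0.10.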

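In AST, Idh had 102 UMIs in BRC and 176 in ddH2O, 74.9 and 39.4 CPM, for a log2 ratio of 0.93 (0.56 to 1.29). OGDC had 352 UMIs in BRC and 650 in ddH2O there, 259 and 145 CPM, for 0.83 (0.64 to 1.02). The summed markers of glia and of AST rose more in AST, by a log2 ratio of 1.68. A stronger background of RNA from other cells in ddH2O thus stays open for both genes. In SG the ratio of OGDC was 0.25 (0.02 to 0.46), and means of log-normalized values reversed it to -0.08.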

Concurrently, the upregulation of the TCA cycle intermediate 2-OG is consistent with the increased expression of *Idh* and OGDC in AST, suggesting that glial mitochondria may participate in replenishing TCA cycle intermediates. Collectively, these data suggest that dopamine receptor activation is associated with a metabolic profile characterized by enhanced glial aerobic glycolysis and PPP flux, alongside indicators of secondary glycative stress.

## 4. Discussion

Dopamine receptor activation in the honeybee brain was associated with a coordinated shift in central carbon metabolism, characterized by elevated glycolytic and pentose phosphate intermediates, increased levels of the advanced glycation end product N6-carboxymethyllysine, and cell-type-specific transcriptional changes. By integrating metabolomics with snRNA-seq, we show that this dopamine-associated metabolic reprogramming is not uniformly distributed across the brain but instead reflects enhanced glycolytic and PPP gene signatures, specifically *HK*, *Pgd*, and *TKT* in glial populations, against a backdrop of more heterogeneous neuronal responses.

Our study extends earlier work linking brain metabolism to social aggression and dopamine signaling in honeybees. Previous research indicated a link between neuromodulation, metabolic state, and behavior [6,7,42]. For example, Mustard et al. demonstrated that knockdown of the D1-like receptor *AmDop2* in mushroom bodies reduces walking and increases grooming and pausing [8]. Queen mandibular pheromone, a major social cue, also modulates brain dopamine levels and receptor gene expression [9]. However, it remained unclear whether dopamine signaling is associated with glycolytic reprogramming and which cell types are specifically affected. Our data show that activating D2-like receptors is associated with a glycolytic/pentose phosphate pathway-biased metabolome (e.g., accumulation of G6P, pyruvate, and R5P), with glycolytic gene signatures localized to glia rather than neurons. Specifically, our sncRNA-seq revealed that genes encoding rate-limiting enzymes such as *HK* were upregulated in SG and EG, contrasting with their downregulation in KCs. These findings advance our understanding of how glia-specific metabolic alteration may contribute to the behavioral effects of neuromodulation. This suggests that the observed metabolic shifts may reflect a common downstream metabolic convergence of dopamine signaling.

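HK was also higher in BRC in AST, with 279.9 and 117 CPM and a log2 ratio of 1.26 (1.07 to 1.46), and in CG, with 117 and 83.5 CPM and 0.49 (0.25 to 0.73). With thinned nuclei the ratio was 1.29 (0.98 to 1.61) in AST and 0.39 (-0.11 to 0.86) in CG, where a rise was no longer detectable.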

The metabolite profile and CML further suggest that dopamine receptor activation is associated with a coordinated accumulation of glucose and glycolytic intermediates, indicating a significant shift in the metabolic landscape and altered redox homeostasis. CML is a well-characterized advanced glycation end product formed through glycoxidation of glycated proteins, widely used as an integrated marker of chronic hyperglycemia and oxidative stress in human tissues [18,43]. In our dataset, increased CML co-occurs with elevated glucose, fructose, 3-phosphoglycerate, pyruvate, lactate, and selected PPP intermediates. This metabolic accumulation aligned with the transcriptional upregulation of key PPP genes, including *Pgd* and *TKT*, particularly in SG and AST populations. 

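TKT in SG had 35 UMIs in BRC and 46 in ddH2O, 26.0 and 9.24 CPM, for a log2 ratio of 1.49 (0.82 to 2.16). In CG and EG its ratios were 1.64 (1.02 to 2.24) and 1.67 (0.48 to 2.84). Most BRC counts of both genes lay outside the named types, since 58.5% (56.9 to 60.0) of the Pgd UMIs and 61.4% (59.1 to 63.7) of the TKT UMIs of BRC came from clusters nearly without ddH2O nuclei, which held 21.0% of the BRC nuclei.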

One parsimonious interpretation is that dopamine receptor activation is associated with elevated glucose and glycolytic metabolite levels in surface glia, coinciding with increased abundance of PPP intermediates potentially indicative of NADPH production to buffer oxidative stress, but at the cost of accumulating carbonyl species that may contribute to CML formation. Consistent with this model, dopamine uptake by striatal astroglia has been shown to markedly activate pentose phosphate pathway flux and reduce reactive oxygen species, and astrocytes with high glycolytic/PPP activity provide NADPH-dependent neuroprotection against oxidative and nitrosative stress [44,45,46], while glycolysis-derived methylglyoxal from triose phosphates is recognized as a major precursor of AGE adducts such as CML. Furthermore, the accumulation of CML indicates that the dicarbonyl/glycation stress associated with the high glycolysis and PPP metabolic rewiring is not fully neutralized, consistent with the CML-mediated oxidative stress and impaired cellular functions observed in multiple animal species [17,47,48]. In social insects, differences in energy metabolism, antioxidant defense, and somatic maintenance between highly active workers and long-lived reproductive individuals has been widely interpreted as an adaptive trade-off in the evolution of task specialization and lifespan [49,50,51]. Within this framework, we propose that the colony-level energetic benefits derived from intense foraging are likely prioritized by natural selection, even at the cost of accepting a certain degree of CML-related proteotoxicity and reduced individual longevity. Consequently, the observed CML accumulation can be regarded as a molecular marker of this metabolism–lifespan trade-off, rather than a purely pathological phenomenon.

The downregulation of several enzymes that connect deoxyribose-phosphate pools to glyceraldehyde-3-phosphate and reduced *Tpi* expression in neurons may reflect a compensatory attempt to limit triose phosphate accumulation and secondary glycation pressure in more vulnerable neuronal compartments. It is supported by evidence that spontaneous degradation of glyceraldehyde-3-phosphate and dihydroxyacetone phosphate is a dominant source of methylglyoxal and dicarbonyl stress [52,53]; that deficiencies in triosephosphate isomerase cause triose phosphate buildup, elevated methylglyoxal/AGE adducts [54,55]. Similarly, a discordance was observed between the downregulation of *Pgi* transcripts and the elevated levels of its product, fructose-6-phosphate. This transcriptional suppression could be interpreted as a dual homeostatic mechanism, whereby limiting *Pgi* abundance may favor the shunting of the glucose-6-phosphate pool into the upregulated pentose phosphate pathway for antioxidant defense, while simultaneously potentially functioning as a compensatory negative feedback response to the accumulation of downstream intermediates to prevent excessive glycolytic flux. This instance further highlights that steady-state metabolite levels reflect the net outcome of flux dynamics and allosteric regulation, which do not always linearly correlate with mRNA abundance [56]. Although our data do not directly measure flux, they align with the broader literature in which neuromodulator-associated shifts toward aerobic glycolysis and PPP activity are linked to behavioral plasticity and redox management in the brain [57,58,59].

In *Drosophila*, glial glycolysis and metabolite shuttling are recognized as key regulators of neuronal function, whereby glia sustain neuronal mitochondria and support memory by secreting glycolysis-derived lactate and alanine, or by upregulating compensatory fatty acid β-oxidation [60,61,62]. However, the conservation of such metabolic coupling in honeybees or other social insects remains unexplored. Our single-cell transcriptomic analysis of honeybee brains has revealed diverse glial and Kenyon cell subtypes. Building on this, we further found that surface glia exhibits the highest glycolysis scores and upregulation of key glycolytic and PPP genes (e.g., *HK*, *Pgd*, *fbp*) following dopamine receptor activation. Our observation therefore extends the mechanistic framework established in *Drosophila*, suggesting that the dopamine-associated bias toward glycolysis in barrier-associated glia may represent an evolutionarily conserved strategy for modulating the neuronal microenvironment and function. Crucially, in the context of social insects, this glia-derived metabolic support may be particularly vital for sustaining the high-energy demands of foraging flights and complex social behaviors. Foraging flight is a highly energy-demanding task. The chest flight muscles rely mainly on glucose and other hexose sugars as their fuel source [63,64]. The metabolic rate during flight is significantly higher than that during activities within the nest. Correspondingly, when worker bees shift from nurturing to foraging behavior, there are changes in the levels of dopamine in the brain and the expression of genes related to glucose metabolism and insulin signaling pathways [5,65,66,67]. Potentially by facilitating glucose mobilization and providing antioxidant protection via the PPP, this glial metabolic plasticity likely serves as a physiological buffer, ensuring neuronal stability during the metabolically taxing tasks of pollination and resource collection.

### Limitations of the Study

While this study offers a global view of brain metabolomics, several limitations should be acknowledged and addressed in future work. First, whole-brain metabolomics lacks spatial and cell-type resolution, which may obscure locally restricted metabolic alterations; integrating spatial metabolomics or emerging single-cell metabolomics could help overcome this constraint. Second, our data reflect steady-state metabolite abundances rather than dynamic reaction rates. While the concurrent upregulation of enzymes and intermediates strongly suggests pathway activation, we cannot rule out the possibility that metabolite accumulation results from downstream bottlenecks [68,69,70]. Future studies utilizing 13C-isotope tracing are necessary to definitively quantify metabolic flux and confirm the kinetics of this dopamine-associated reprogramming. Finally, the snRNA-seq approach primarily captures nuclear transcriptomes, potentially underrepresenting mitochondrial genes and subcellular compartmentalization [71]. Furthermore, biological interpretation of snRNA-seq data requires caution, as nuclear transcript abundance serves as a proxy for, but is not identical to, cytosolic mRNA levels or functional enzymatic activity. Consequently, the metabolic shifts observed in our single-nucleus data should be interpreted as changes in the ‘transcriptional potential’ of the metabolic network rather than direct measurements of cytosolic or mitochondrial reaction rates. Additionally, the whole-colony pharmacological approach, while essential for preserving natural foraging behaviors, precludes precise control of individual drug dosage. Developing sequencing methods that simultaneously profile cytoplasmic and organellar transcriptomes would provide a more integrated view of cellular metabolic logic.

## 5. Conclusions

In conclusion, this study presents an integrated multi-omics dataset characterizing the metabolic landscape associated with dopamine signaling in the honeybee brain. We observed that D2-like receptor activation coincides with a coordinated accumulation of central carbon metabolites and a glial-specific upregulation of glycolytic and pentose phosphate pathway genes. While the steady-state nature of our measurements limits definitive inferences regarding metabolic flux, these findings highlight a distinct glial metabolic signature associated with neuromodulation, providing a foundational resource for future investigations into insect brain bioenergetics.

## Figures and Tables

**Figure 1:**
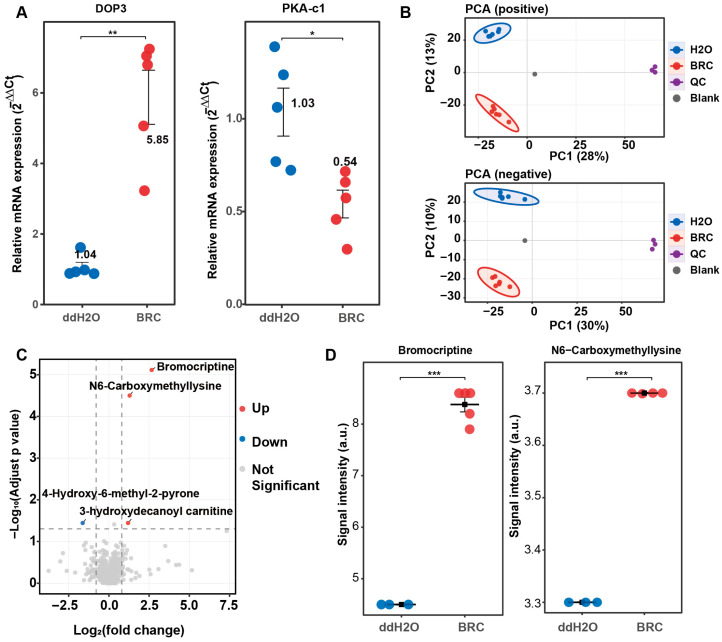
Validation in dopamine receptor activation and global metabolomic profiling of honeybee brains under bromocriptine treatment. (**A**) qPCR validation of the pharmacological model. The relative mRNA expression levels (2^−ΔΔCt^) of the D2-like dopamine receptor gene *Dop3* (**left**) and its downstream effector *PKA-c1* (**right**) are shown for the control (ddH_2_O, blue) and bromocriptine-treated (BRC, red) groups. Data represent mean ± SEM. Statistical significance was determined via a *t*-test (* *p* < 0.05; ** *p* < 0.01). (**B**) Principal component analysis (PCA) score plots of untargeted metabolomic data. The top panel shows positive ion mode (PC1 28%, PC2 13%) and the bottom panel shows negative ion mode (PC1 30%, PC2 10%). Samples are color-coded: ddH_2_O (blue), BRC (red), quality control (QC, purple), and blank (gray). Ellipses indicate 95% confidence intervals. (**C**) Volcano plot of differential metabolites in the BRC group versus ddH_2_O. The *x*-axis represents log_2_(fold change) and the *y*-axis represents −log_10_(adjusted *p*-value). Red dots indicate significantly upregulated metabolites, blue dots indicate downregulated metabolites, and gray dots represent non-significant changes. (**D**) Quantitative signal intensity analysis of key differential metabolites. Box plots show the signal intensity (a.u.) for bromocriptine (**left**) and N6-carboxymethyllysine (**right**). The BRC group (red) shows significantly higher levels compared to the ddH_2_O group (blue). *** *p* < 0.001.

**Figure 2:**
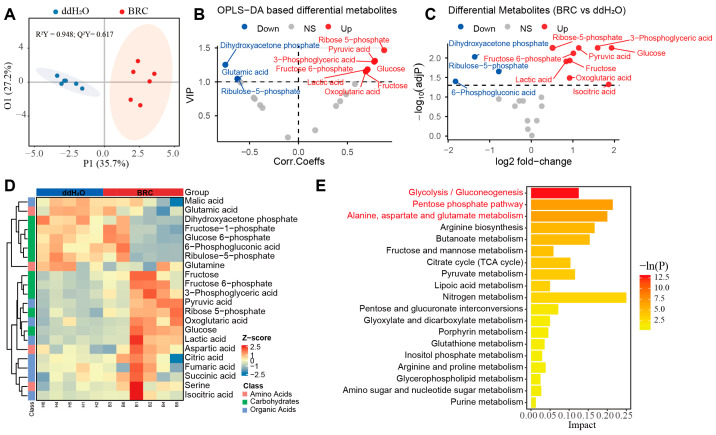
Targeted metabolomic profiling of energy metabolism pathways. (**A**) Orthogonal partial least squares discriminant analysis (OPLS-DA) score plot. The *x*-axis (P1) represents the predictive component, and the *y*-axis (O1) represents the orthogonal component, with the percentage of explained variance shown in parentheses. Colors distinguish the experimental groups (ddH2O: blue; BRC: red), and shaded areas represent confidence regions. OPLS-DA score plots showing separation between BRC and control groups (R^2^Y = 0.948; Q^2^Y = 0.617; permutation test *p* < 0.05). (**B**) Variable importance in projection (VIP) derived from the OPLS-DA model. The *x*-axis displays the correlation coefficients (Corr. Coeffs), and the *y*-axis displays the VIP scores. Points are colored according to their differential status (red: upregulated; blue: downregulated; gray: non-significant). (**C**) Volcano plot of targeted energy metabolites. The *x*-axis represents the log_2_ fold change, and the *y*-axis represents the −log_10_(adjusted *p*-value). Red and blue points denote upregulated and downregulated metabolites, respectively, while gray points indicate no significant difference. (**D**) Hierarchical clustering heatmap of differential metabolites. Rows correspond to individual metabolites, and columns correspond to samples (top annotation bars: blue for ddH_2_O, red for BRC). The color scale represents the row-scaled Z-score of metabolite abundance (purple: low abundance; orange: high abundance). The dendrogram on the left illustrates the clustering hierarchy of the metabolites. (**E**) Bar chart of KEGG pathway enrichment analysis. The *x*-axis represents the pathway Impact score, and the *y*-axis lists the enriched metabolic pathways. The color gradient of the bars corresponds to the statistical significance level −ln(P). The legend indicates the classification of metabolic pathways (amino acids, carbohydrates, organic acids).

**Figure 3:**
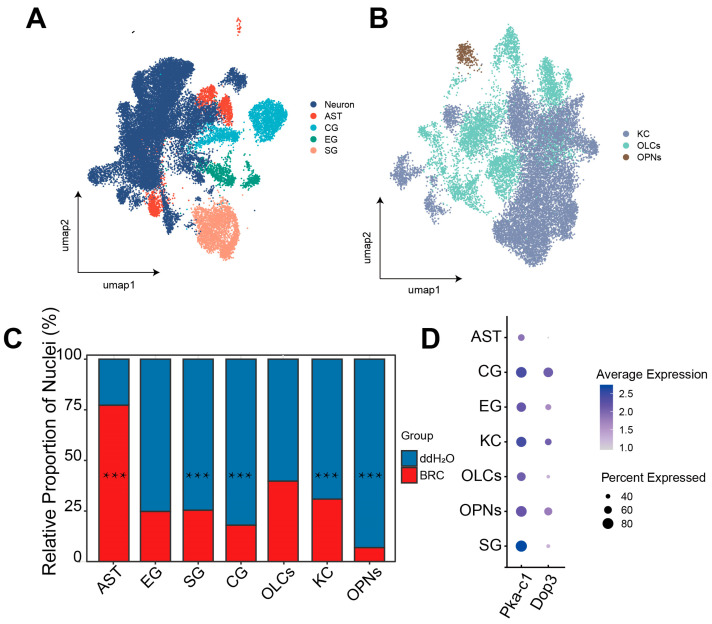
snRNA-seq analysis of cell-type-specific transcriptomic data and the distribution of dopamine pathways. (**A**) UMAP plot visualizing the major cell types identified in the honeybee brain. Each dot represents a single nucleus, colored by broad cell class annotations: Neuron, Astrocyte-like Glia (AST), Cortex Glia (CG), Ensheathing Glia (EG), and Surface Glia (SG). (**B**) UMAP plot showing the sub-clustering of neuronal populations. Colors distinguish specific neuronal subtypes: Kenyon Cells (KCs), Optic Lobe Cells (OLCs), and Olfactory Projection Neurons (OPNs). (**C**) Relative contribution of experimental groups to each identified cell cluster. The *X*-axis displays cell types ordered from glial populations (AST, EG, SG, CG) to neuronal populations (OLCs, KC, OPNs). The *Y*-axis represents the percentage of nuclei originating from either the BRC (treatment) or H_2_O (control) group within each specific cell type cluster (normalized to 100% for each cluster). This highlights the shift in group composition for each cell identity. Differences were assessed using scProportionTest (*** FDR-adjusted *p* < 0.001). (**D**) Dot plot of dopamine signaling marker gene expression. The *x*-axis represents cell types. Dot size indicates the percentage of nuclei expressing the gene (% detected), and color intensity represents the average scaled expression level.

**Figure 4:**
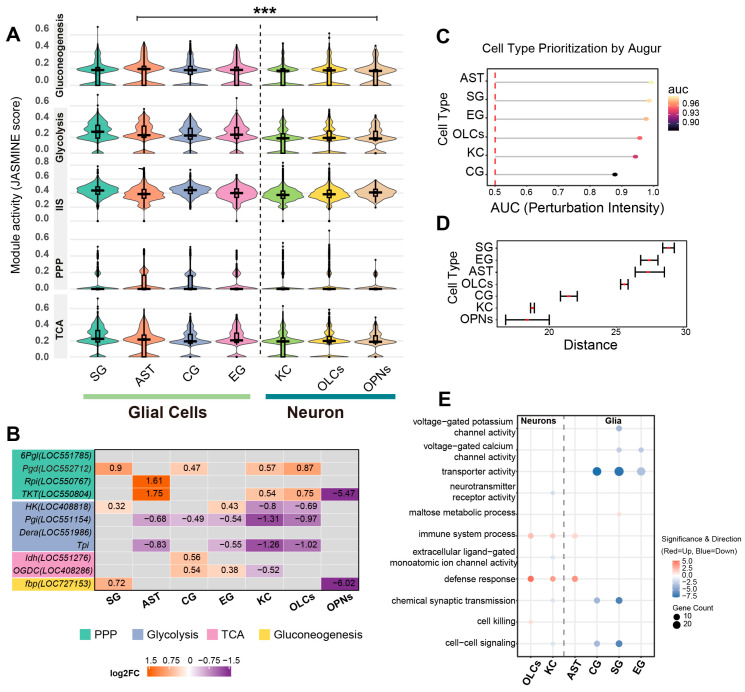
Cell-type-specific metabolic pathway activity and enzymatic transcriptional signatures. (**A**) Distribution of metabolic pathway module scores across cell types. Violin plots visualize the density and distribution of JASMINE module scores for key metabolic pathways (gluconeogenesis, glycolysis, IIS, PPP, and TCA cycle) across seven major cell clusters. Internal boxplots represent the statistical summary: the center line indicates the median, box limits define the interquartile range (IQR), and whiskers extend to 1.5× IQR. Statistical comparisons were performed between the aggregate glial population (SG, AST, CG, EG) and the neuronal population (KCs, OLCs, OPNs) using a two-sided Wilcoxon rank-sum test. Asterisks denote significant shifts in score distributions consistently observed across all examined metabolic pathways. (*** *p* < 0.001). (**B**) Heatmap profiling the transcriptional changes in rate-limiting metabolic enzymes. The color gradient represents the log_2_ fold change (log_2_FC) in BRC-treated nuclei relative to controls (orange: upregulated; purple: downregulated; gray: non-significant or low expression). Numerical values within cells indicate the specific log_2_FC. Gene names are color-coded by metabolic pathway: pentose phosphate pathway (green), glycolysis (purple), TCA cycle (pink), and gluconeogenesis (yellow). (**C**) Quantification of transcriptional perturbation intensity by Augur (v1.0.0). The dot plot displays the Area Under the Curve (AUC) for each cell type, serving as a metric for the magnitude of the transcriptional response to BRC treatment. Higher AUC values indicate greater responsiveness. (**D**) Statistical distance analysis using scDist (v1.1.5). The plot shows the estimated mixed-effects distance (dimensionless units in PC space) between BRC and control conditions for each cell type. Error bars represent 95% confidence intervals. (**E**) Functional enrichment divergence between neurons and glia. The dot plot compares representative enriched Gene Ontology (GO) terms highlighting the functional distinction across cell types. Dot size corresponds to the number of significant genes, and the color scale indicates the direction and significance of regulation (red: upregulated; blue: downregulated).

**Figure 5:**
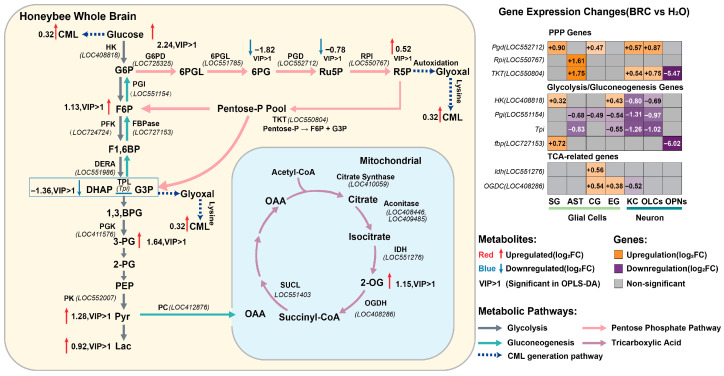
Integrated multi-omics analysis of the central metabolic network. The left panel displays the mapped changes in metabolites and enzymatic pathways within glycolysis, the pentose phosphate pathway (PPP), and the TCA cycle. Metabolites with red text/arrows indicate upregulation, while blue indicates downregulation (Log_2_FC, BRC vs. H_2_O). “VIP > 1” denotes metabolites with variable importance in projection scores greater than 1 in OPLS-DA. The dashed blue arrows represent the pathway leading to CML formation. The right panel shows a heatmap of differential gene expression (Log_2_FC) for key metabolic enzymes across distinct glial (SG, AST, CG, EG) and neuronal (KC, OLCs, OPNs) clusters. Orange indicates upregulation, purple indicates downregulation, and gray indicates non-significant changes (*p*_adj > 0.05).

## Data Availability

The raw and processed snRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE295726. The untargeted metabolism data and analysis code are available on Figshare (https://doi.org/10.6084/m9.figshare.30777629).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology15020174/s1, Figure S1: Relative abundance of key metabolites in central energy metabolism pathways; Figure S2: Expression profiles of marker genes used for cell type annotation. Table S1: qPCR primer sequences; Table S2: Marker gene reference [23,72,73,74,75,76]; Table S3: Identification and intensity of metabolites in untargeted metabolomics. Table S4: Correlation analysis results and statistical metrics of targeted energy metabolism profiling in honeybee brains following bromocriptine treatment. Table S5: Detailed statistical analysis of targeted energy metabolism profiling in honeybee brains following bromocriptine treatment. Table S6: Enrichment analysis of metabolic pathways. Table S7: Counts and relative proportions of identified cell types in BRC-treated and control groups. Table S8: Cell-type-specific differential expression of key metabolic enzyme genes derived from snRNA-seq analysis. Table S9: The results of differentially expressed genes obtained from the analysis of all cells. Table S10: Functional enrichment analysis of cell-type-specific differentially expressed genes (|log_2_FC| > 1.5, min.pct > 0.1, *p*_adj < 0.05).

## Abbreviations

The following abbreviations are used in this manuscript:

LC–MS	Liquid chromatography–mass spectrometry
snRNA-seq	Single-nucleus RNA sequencing
CML	N6-carboxymethyllysine
PPP	Pentose phosphate pathway
DA	Dopamine
PGK1	Phosphoglycerate kinase-1
AGEs	Advanced glycation end products
PBS	Phosphate-buffered saline
BRC	Bromocriptine
QC	Quality control
PCA	Principal component analysis
PLS-DA	Partial least squares discriminant analysis
VIP	Variable importance in projection
FDR	False discovery rate
CCA	Canonical correlation analysis
KCs	Kenyon Cells
OLCs	Optic Lobe Cells
OPNs	Olfactory Projection Neurons
SG	Surface Glia
CG	Cortex Glia
EG	Ensheathing Glia
AST	Astrocyte-like Glia
IIS	Insulin/insulin-like growth factor signaling
TCA	Tricarboxylic acid
GO	Gene Ontology
OPLS-DA	Orthogonal partial least squares discriminant analysis
R5P	Ribose-5-phosphate
Glc	Glucose
F6P	Fructose-6-phosphate
Fru	Fructose
3-PG	3-phosphoglyceric acid
Pyr	Pyruvic acid
Lac	Lactic acid
DHAP	Dihydroxyacetone phosphate
Glu	Glutamate
Ru5P	Ribulose-5-phosphate
qPCR	Quantitative PCR

# Supplementary material for: Metabolic Landscape and Cell-Type-Specific Transcriptional Signatures Associated with Dopamine Receptor Activation in the Honeybee Brain
**Source:** Biology (Basel). 2026 Jan 17;15(2):174. doi: 10.3390/biology15020174
**Supplement:** Supplementary file 1

**Table S1 qPCR primer sequences**

| <b>Gene</b>         | <b>seq</b>              |
|---------------------|-------------------------|
| PKA-C1(LOC409791) F | TTTGCAGTCGCGGCATTGTT    |
| PKA-C1(LOC409791) R | AGACTGGAGTTTGGTGGGGC    |
| gapdh F             | CACCTTCTGCAAAATTATGGCG  |
| gapdh R             | ACCTTTGCCAAGTCTAACTGTAA |
| Dop3 F              | TGGATCGAAATGCGGAACGG    |
| Dop3 R              | CCCTTTCTAATGCACTGTCGCT  |

# Supplementary material for: Metabolic Landscape and Cell-Type-Specific Transcriptional Signatures Associated with Dopamine Receptor Activation in the Honeybee Brain
**Source:** Biology (Basel). 2026 Jan 17;15(2):174. doi: 10.3390/biology15020174
**Supplement:** Supplementary file 1

Table S2 Marker gene reference.

| Gene<br>symbol | Gene ID in<br>honeybee | Cell type      | Citation                    | PMID     | Title                                                                                                           |
|----------------|------------------------|----------------|-----------------------------|----------|-----------------------------------------------------------------------------------------------------------------|
| repo           | LOC410151              | Glia           | <i>Davie et al. 2018</i>    | 29909982 | A Single-Cell Transcriptome Atlas of the Aging Drosophila Brain [72]                                            |
| Vmat           | LOC408517              | Monoaminergic  | <i>Allen,et al.2020</i>     | 32314735 | A single-cell transcriptomic atlas of the adult Drosophila ventral nerve cord [73]                              |
| bdl            | LOC551628              | Glia           |                             |          |                                                                                                                 |
| e              | LOC409109              | Ensheatin<br>g |                             |          |                                                                                                                 |
| fne            | LOC410689              | Neuron         |                             |          |                                                                                                                 |
| Gat-1B         | Gat-1B                 | Astrocyte      | <i>Li, Qiye et al. 2022</i> | 35711063 | A single-cell transcriptomic atlas tracking the neural basis of division of labour in an ant superorganism [74] |
| Gat-a          | Gat-a                  | Astrocyte      |                             |          |                                                                                                                 |
| GlnS           | GlnS                   | Astrocyte      |                             |          |                                                                                                                 |
| ldgf4          | LOC413324              | Ensheatin<br>g |                             |          |                                                                                                                 |

|            |              |                    |
|------------|--------------|--------------------|
| Mdr4<br>9  | LOC551167    | Surface            |
| mood<br>y  | LOC409159    | Astrocyte          |
| ninaB      | LOC410521    | photorecep<br>tors |
| ninaC      | LOC409937    | photorecep<br>tors |
| nSyb       | LOC408465    | Neuron             |
| PKA-<br>c1 | LOC409791    | Kenyon<br>cells    |
| Syt1       | Syt1         | Neuron             |
| Tret1      | <i>Tret1</i> | Surface            |
| trio       | LOC408594    | Kenyon<br>cells    |
| trp        | LOC724608    | photorecep<br>tors |
| vkg        | LOC408551    | Surface            |

|             |                  |                 |                                      |              |                                                                                                                                                                                                          |
|-------------|------------------|-----------------|--------------------------------------|--------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| wrap<br>per | wrapper          | Cortex          |                                      |              |                                                                                                                                                                                                          |
| zyd         | LOC411976        | Cortex          |                                      |              |                                                                                                                                                                                                          |
| grh         | LOC411079        | epithelial      | <i>Hongjie Li,et<br/>al.2022</i>     | 352393<br>93 | Fly Cell Atlas: A single-nucleus transcriptomic atlas of the adult fruit fly [75]                                                                                                                        |
| PLCe        | LOC408804        | Kenyon<br>cells | <i>Shota Suenami,et<br/>ai.2018</i>  | 303337<br>66 | Kenyon Cell Subtypes/Populations in the Honeybee Mushroom Bodies: Possible Function Based on Their Gene Expression Profiles, Differentiation, Possible Evolution, and Application of Genome Editing [76] |
| acj6        | LOC410657        | OPNs            |                                      |              |                                                                                                                                                                                                          |
| bsh         | LOC724801        | OLCs            |                                      |              |                                                                                                                                                                                                          |
| Eaat-1      | LOC409919        | OLCs            |                                      |              |                                                                                                                                                                                                          |
| eya         | LOC412528        | OLCs            |                                      |              |                                                                                                                                                                                                          |
| Hiscl1      | <i>Hiscl1</i>    | OLCs            | <i>Zhang, Wenxin et<br/>al. 2022</i> | 358007<br>78 | Single-cell transcriptomic analysis of honeybee brains identifies vitellogenin as caste differentiation-related factor [23]                                                                              |
| hth         | LOC552079        | OLCs            |                                      |              |                                                                                                                                                                                                          |
| Lim1        | LOC1005777<br>51 | OLCs            |                                      |              |                                                                                                                                                                                                          |
| oaz         | LOC413466        | OPNs            |                                      |              |                                                                                                                                                                                                          |

|           |                  |                   |
|-----------|------------------|-------------------|
| svp       | LOC408872        | OLCs              |
| tsh       | LOC1026544<br>48 | OLCs              |
| VAC<br>HT | LOC725064        | Cholinergic       |
| VGlut     | LOC410752        | Glutamater<br>gic |
| mub       | LOC408372        | Kenyon<br>cells   |
| vsx1      | LOC411315        | OLCs              |

---

How the deposited data were processed for this re-analysis (not part of the article)

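The deposited files hold UMI counts per gene and barcode that the authors made with Cell Ranger, 1 matrix for the BRC library and 1 for the ddH2O library, without normalization. They list 12635 features for BRC and 12245 for ddH2O. Comparisons use the 12202 genes listed for both, and in BRC the 13 mitochondrial protein genes go by locus tags, which the reference pairs with the symbols used in ddH2O.

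Depth was 76531513 UMIs over 20000 barcodes in BRC and 77047419 over 20000 in ddH2O, and the barcode with the fewest UMIs held 1142 and 2475. No table of the labels or the paper gives a batch. The median mitochondrial share was 0.0854% and 0.0908%.

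Nuclei were kept with a log10 number of genes per log10 UMI over 0.85, 200 to 5000 genes and a mitochondrial share under 5%. Doublets were scored by the method of Scrublet, written out in Python, in place of scDblFinder, and removed at 0.8% per 1000 nuclei of a library. Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3) normalized the counts with NormalizeData at a scale of 10000, chose 2000 variable features per library, integrated the libraries with CCAIntegration on 50 principal components and clustered them at a resolution of 0.5, as the paper's text gives no resolution. Dop3, PKA-c1, the enzyme genes and the genes of the defense, maltose and gland lists were kept out of the variable features for clustering. They were added back for the distance. All else ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

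Clusters were named from the markers of Table S2. For each cluster and library with at least 20 nuclei, the CPM of a marker was set against the mean over that library's other clusters, with 5 CPM added to both. A name needed at least 3 raised markers of the type and its lineage, an own marker at least 1.5-fold up in each library, a mean of the 2 best own markers of at least 1.5-fold, and no more markers of another type among the 10 leading genes found in at least 10% of the nuclei. The cluster compared as SG was the only one that met the SG markers and failed on the leading genes of ddH2O. The rule that kept it was added after seeing the data, and whether the OLC marker svp falls among those genes depends on numerical details of the linear algebra.

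Per cell type and library, UMIs were summed and given as CPM, with exact Poisson intervals for counts and exact conditional intervals for ratios. Shares have Clopper-Pearson intervals, and differences of shares combine these by squaring and adding their margins. With a single library per condition there are no p-values, standard errors between libraries or numbers of changed genes, and the authors' tests over nuclei were not repeated. A ratio needs a UMI in both libraries, a count of 0 gives a bound against a floor of 3 UMIs, and no ratio is given where this bound does not show a direction or where both libraries have at most 3 UMIs.

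Genes are named by a rule set before the data were examined. It takes the 11 enzyme genes of Table S8, Dop3 and PKA-c1, each gene of the defense, maltose and gland lists with at least 100 UMIs over both libraries, and per cell type the 3 genes with the largest and the 3 with the smallest log2 ratio among genes with a UMI in over 10% of the nuclei of either library and at least 100 UMIs. Genes with only an identifier are named for at most 2 that rose and 2 that fell. Members of the lists outside this rule were named after their values were seen.

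Gene lists (defense, maltose, transporter, voltage-gated channel, neurotransmitter receptor and gland) were written by symbol. For tests of depth, equal numbers of nuclei from each library were drawn at random per cell type and bin of log2 UMIs. A list's median log2 ratio was ranked among those of 10000 random lists of genes with like expression. Pathway scores, separability and distance were written out in Python after JASMINE, Augur and scDist, which were not installed. The distance is a plain Euclidean distance and has no mixed model.

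In simulated libraries with known changes and summed counts drawn from Poisson distributions, counting intervals held 95.4% to 96.2% of the true ratios. The intervals assume such counts, so this checks the computation only. The simulation had no added spread between nuclei and no difference between preparations, so it cannot tell how well the intervals hold in these data.

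Alternatives set before the data were examined were doublets kept, over 500 genes, no mitochondrial filter, no integration, resolution 1.0, median-of-ratios scaling, CPM without the most abundant genes, means of log-normalized values, unthinned scores and shares, the rank or the odds part of the score alone, thinned or gene-reduced separability and distance, and lists limited to genes with at least 100 UMIs. Enzyme ratios from thinned nuclei and glia without the SG cluster were added after the data were seen. The paper's filter on the genes of a set keeps at least 5 genes, so with sets of at most 5 genes it removed none, and the alternative of all detected genes was not run because it gives the same scores. The IIS score is not reported here. Overlaps with the authors' tables of differentially expressed genes were not analysed here, nor were the qPCR and metabolite data.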

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

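The tests on free RNA from gland tissue in the BRC library, on a depth difference between the libraries, on doublets, on a few genes taking most of the counts, on a response of the brain cells to bromocriptine and on tissue outside the brain carried along in dissection of the BRC brains were chosen after the result was seen.

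Genes of the gland list (Mrjp1 to Mrjp9 and Hbg3), which the paper does not discuss, were higher in BRC than in the control library. The list took 0.765% of the UMIs of the named nuclei in BRC and 0.0785% in ddH2O, a log2 ratio of 3.29 (3.26 to 3.31). Its median was 3.11 over the named types and between 2.15 in CG and 4.14 in OPNs. Each of the 10 genes also had UMIs in ddH2O, and their ratios ran from 0.56 for Mrjp8 to 7.88 for Mrjp6. Its most abundant genes were Mrjp1, with 3424 CPM in BRC and 362 in ddH2O, and Hbg3, which is also in the maltose list, with 1293 and 20.6. The defense genes Def1 and Apid1 rose with them in the named types.

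For the pattern of defense and gland genes higher in BRC in every named class, the tables argue against a depth difference between the libraries, since the log2 ratio of Def1 and Apid1 was 5.05 between 979 nuclei of each library matched by cell type and number of UMIs, with medians of 2985 and 2991 UMIs. They also argue against a few genes taking most of the counts, since the median of the gland list was 2.57 without the most abundant genes. Free RNA from gland tissue in the BRC library stays open and is a candidate source. It would take up a larger share of nuclei with few UMIs, and between the shallower and the deeper BRC nuclei of the named types the log2 ratio was 0.59 for the gland list and 0.73 for Def1 and Apid1. The ratios in ddH2O were alike, 0.45 for the gland list and 0.56 (0.38 to 0.75) for Def1 and Apid1, so this trend is not particular to BRC. A response of the brain cells to bromocriptine cannot be told apart from a difference between the preparations with 1 library per condition.

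Clusters nearly without ddH2O nuclei held 21.0% (20.4 to 21.7) of the BRC nuclei and 0.239% of the ddH2O nuclei. Among them, a cluster with raised photoreceptor markers (ninaB, ninaC and trp) held 2.85% of the BRC and 0.0419% of the ddH2O nuclei. These shares depend on the processing. With doublets kept, 10 clusters nearly without ddH2O nuclei held 7374 of the 18691 BRC nuclei. Without integration, nuclei named by photoreceptor markers made up 12.5% of BRC and 0.0479% of ddH2O. The paper reports on no such cells. Another of the clusters nearly without ddH2O nuclei, without a name (522 BRC and 12 ddH2O nuclei), held the gland gene Hbg3 at 6317 CPM, against a median of 1415 over the BRC clusters. Its Mrjp1, at 4869 CPM against 3650.2, did not set it apart. An unnamed cluster found in both libraries (240 BRC and 73 ddH2O nuclei) had 5899 CPM of Mrjp1 in BRC. In ddH2O that cluster had 3385 CPM of Mrjp1, against a median of 390 over the ddH2O clusters. For these clusters made almost only of BRC nuclei, the tables argue against shallow nuclei of low quality, since their median nucleus held 1.50 times the UMIs of the other BRC nuclei, and against doublets, since in a clustering with doublets kept, the 3493 BRC nuclei of the clusters that hold 88.7% of these nuclei were scored as doublets 0.759 times as often as the other BRC nuclei. Tissue outside the brain carried along in dissection of the BRC brains cannot be told apart from cells that appear with the treatment. The design has 1 dissection per condition, and only 13.5% of these nuclei had a marker-based name in the reported clustering.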

How the results depend on the processing

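The tests in this part were set before the results were seen, apart from 2 alternatives chosen after the results were seen, enzyme log2 ratios from thinned nuclei and glia without the SG cluster. Of the rules, 2 were added after as well: the one that kept the SG cluster, and the one that gives no ratio to a type with under 10 nuclei in either library, which left SG without a ratio when clustered without integration. No paired analysis was possible because each condition has 1 library. Over 176 results and 843 alternative values, 709 stayed within the counting interval, 128 moved beyond it and 6 reversed. For single genes in single types, 594 of 640 stayed within it, 43 moved and 3 reversed. The sign held in 673 of 707 log2 ratios, 23 of 28 differences of shares, 36 of 37 list medians and all 24 score differences recomputed. Changes of sign thus outnumber the 6 values counted as reversed. They include values whose reported interval held 0, such as the share of EG (-0.106 to 1.56). AUCs and distances cannot change sign by how they are made, and 5 of 12 AUCs and 13 of 14 distances moved beyond their interval. For the values below, apart from those of thinning and of the gene filters, the cause was not tested.

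The shares of cell types among named nuclei depended on the clustering and on keeping doublets. SG had 682 BRC and 1470 ddH2O nuclei as reported, 640 and 1 without integration and 639 and 332 at resolution 1.0, so the ratios, the AUC and the distance of SG rest on the integration's match of these nuclei. Without integration, the BRC minus ddH2O difference in percentage points reversed for KCs (-2.70 against 6.07) and OPNs (16.3 against -1.96), and was -26.8 for OLCs (-4.40), 8.79 for AST (3.15), -3.59 for CG (-5.48), -0.609 for EG (0.707) and 8.65 for SG (1.92). With doublets kept it reversed for SG (-3.53) and was -0.445 for OPNs, 11.7 for AST, -8.97 for CG and -0.751 for EG. At resolution 1.0 it was 2.37 for KCs, -8.94 for OLCs, 1.51 for AST and 10.9 for SG, and with over 500 genes 4.15 for KCs, -2.16 for OLCs and -3.88 for CG.

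The log2 ratio of Dop3 between KCs, CG and OPNs and the other named types was 2.84 in BRC and 0.94 in ddH2O on means of log-normalized values (3.71 and 1.22 as reported), 2.02 and 0.91 without integration, and 2.93 and 1.01 at resolution 1.0. For PKA-c1, SG over AST in BRC (2.26) was 1.48 on means of log-normalized values and 1.84 without integration, and SG over OPNs in ddH2O (0.88) was 0.39 on those means and 1.06 at resolution 1.0. Unthinned, the share of nuclei with Dop3 in KCs, CG and OPNs minus that in the others was 68.2 points in BRC and 33.0 in ddH2O, and 75.1% and 95.1% of nuclei had PKA-c1, since deeper nuclei show a gene more often.

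Score differences between glia and neurons kept their sign. For the PPP they were 0.0325 in BRC and 0.0192 in ddH2O unthinned, 0.0287 and 0.01000 from ranks alone, and 0.00668 and 0.00222 from odds alone. For glycolysis and gluconeogenesis they were 0.131 and 0.0703 unthinned, 0.138 and 0.0541 from ranks, and 0.0253 and 0.00961 from odds. Unthinned, the TCA cycle gave 0.0730 and 0.0138. In BRC it gave 0.0623 with glia without the SG cluster (0.0504).

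On means of log-normalized values, the log2 ratio of Tpi in SG reversed (-0.10 against 0.37), as did that of OGDC in SG (-0.0802 against 0.25). In glia these means gave 0.51 for Pgd, 1.08 for TKT and 0.48 for HK, and in neurons 0.50 for Pgd, -1.08 for HK, -1.52 for Pgi and -1.24 for Tpi. With doublets kept, Pgd in neurons was 1.40, TKT in glia 2.07, and HK 0.70 in glia and -0.23 in neurons. Without integration HK was 1.14 in glia and -0.33 in neurons, and with median-of-ratios scaling it was 0.71 in glia. Without the SG cluster HK was 0.99 in glia (0.87) and Pgi -0.49. With thinned nuclei Pgi in CG reversed, to 0.0310 against -0.61.

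Median-of-ratios scaling gave list medians of -3.24 in AST and -2.01 in CG for voltage-gated channels and 0.94 in CG for transporters. Over genes with at least 100 UMIs, which leaves fewer genes, the defense median in KCs was 5.74, that of transporters in EG -2.71 and that of the gland list 2.98. CPM without the most abundant genes gave 2.57 for the gland list.

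Thinning lowered the AUC to 0.884 in KCs, 0.890 in OLCs, 0.909 in CG and 0.983 in SG, and the distance to 12.2, 12.9, 12.7 and 17.1 in these types, 16.7 in AST and 16.8 in EG. Without the gland list and the 50 most abundant genes, the AUC of CG was 0.923, and the distance 12.2 in KCs, 12.5 in OLCs, 16.2 in OPNs, 16.6 in AST, 12.4 in CG, 16.8 in EG and 16.8 in SG. The lower depth of BRC limits the genes with few UMIs, such as Dera. OPNs are limited by their number instead, since 15 BRC nuclei left 2 enzyme genes without a ratio. Scores over all detected genes of a set were not run, since the sets are too small to differ.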

Differences from the paper's values

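The tests of the alternatives named below were set before the data were examined, and none was chosen after the result was seen. A gap counts as closed where the value under a setting has the paper's sign and lies within counting error of the paper's value or, for shares, within a factor of 1.5 of it.

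Shares of cell types are taken over the 8422 BRC and 16817 ddH2O nuclei of Table S7 in the paper, and over 3820 BRC and 9226 ddH2O nuclei in named clusters here, so they do not describe the same nuclei. For OLCs in BRC the paper gives 25.3% and the files gave 8.77%. This difference closed with resolution 1.0 (21.1), but not with doublets kept (6.08), over 500 genes (12.0) and no integration (5.82). For SG in BRC the paper gives 7.86% and the files gave 17.9%. With no integration (8.66) the values came together, and with doublets kept (13.4), over 500 genes (16.7) and resolution 1.0 (14.2) they did not. For CG in BRC the paper gives 5.05% and the files gave 10.7%. The gap closed with doublets kept (4.81) and no integration (7.03), and not with over 500 genes (12.6) and resolution 1.0 (11.4). For EG in BRC the paper gives 2.77% and the files gave 5.18%. Settings that closed this gap were doublets kept (3.53) and no integration (2.31), and those that did not were over 500 genes (4.82) and resolution 1.0 (4.42). For AST in ddH2O the paper gives 2.11% and the files gave 14.5%. The gap remained with each of doublets kept (14.2), over 500 genes (14.4), no integration (17.4) and resolution 1.0 (13.5). For OPNs in ddH2O the paper gives 1.45% and the files gave 2.35%. With no integration (1.51) and resolution 1.0 (2.17) the values came together, and with doublets kept (2.28) and over 500 genes (2.30) they did not.

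Log2 fold changes in Table S8 are log2 ratios of the group means printed beside them. The values here are log2 ratios of means of log-normalized values over nuclei, the same scale, unless a setting names CPM or median-of-ratios scaling. On this scale 6 of 30 pairs differed. On summed CPM, the scale of the ratios given above, other pairs lay beyond counting error of the paper's value. They include HK in EG (0.96 against 0.43 in the paper), OGDC in CG (0.84 against 0.54), Pgd in KCs (1.01 against 0.57) and fbp in SG (1.17 against 0.72). Gaps that summed CPM closed below thus do not make it the closer scale over all pairs. For Rpi in AST the paper's log2 fold change is 1.61 and the files gave 0.66 on the same scale. The gap closed with doublets kept (0.88), over 500 genes (0.73), CPM without the most abundant genes (0.91), median-of-ratios scaling (0.80) and summed CPM (0.93), and not with no integration (0.32) and resolution 1.0 (0.67). For TKT in AST the paper's log2 fold change is 1.75 and the files gave 0.95 on the same scale. Settings that closed this gap were doublets kept (1.58), no integration (1.14), CPM without the most abundant genes (1.26), median-of-ratios scaling (1.15) and summed CPM (1.28), and those that did not were over 500 genes (0.96) and resolution 1.0 (0.96). For HK in KCs the paper's log2 fold change is -0.80 and the files gave -1.23 on the same scale. With doublets kept (-0.71), over 500 genes (-1.19), no integration (-1.06), CPM without the most abundant genes (-0.75), median-of-ratios scaling (-0.74) and summed CPM (-0.85) the values came together, and with resolution 1.0 (-1.23) they did not. For Pgi in KCs the paper's log2 fold change is -1.31 and the files gave -1.69 on the same scale. The gap closed with doublets kept (-1.39), no integration (-1.58), CPM without the most abundant genes (-1.23), median-of-ratios scaling (-1.21) and summed CPM (-1.33), and not with over 500 genes (-1.66) and resolution 1.0 (-1.69). For Dera in KCs the paper's log2 fold change is 0.11 and the files gave -0.11 on the same scale. Settings that closed this gap were CPM without the most abundant genes (0.51), median-of-ratios scaling (0.52) and summed CPM (0.40), and those that did not were doublets kept (-0.30), over 500 genes (-0.15), no integration (-0.54) and resolution 1.0 (-0.22). For Tpi in AST the paper's log2 fold change is -0.83 and the files gave -0.21 on the same scale. With doublets kept (-0.62) the values came together, and with over 500 genes (-0.21), no integration (-0.40), resolution 1.0 (-0.21), CPM without the most abundant genes (0.09), median-of-ratios scaling (-0.03) and summed CPM (0.10) they did not.

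In statements of direction or rank, the paper has Tpi lower in AST after BRC, where summed CPM gave a log2 ratio of 0.10. It has Dera lower in KCs in its text, where summed CPM gave 0.40 and the paper's own table a value above 0. It has transporter activity enriched among the lowered genes of AST, CG and EG. A median over a list is another measure and does not test this, and over a short transporter list it was 0.80, 1.12 and 0.37. Over genes with at least 100 UMIs that median was -2.71 in EG. Its wider interquartile range of the PPP score in AST could not be compared, since it was 0 in AST of both libraries, thinned or not, where most nuclei score 0. It has AST and SG with the highest AUC, where EG had 0.997, SG 0.996, KCs 0.993 and AST 0.991. After thinning, EG had 0.989, AST 0.983 and SG 0.983. It has KCs and SG at a lower share in BRC. Among named nuclei the shares here were 39.5% in BRC and 33.4% in ddH2O for KCs and 17.9% and 15.9% for SG, over the different nuclei given above. Over all kept nuclei they were lower in BRC, as in the paper, at 9.48% and 18.4% for KCs and 4.29% and 8.79% for SG. Among named nuclei, the difference for KCs without integration was -2.70 points, and with doublets kept that for SG was -3.53.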

Other observations

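The tests of the gain of Pgd and TKT in glia, of a depth difference between the libraries for these genes, of shallower against deeper ddH2O glia for the pan-neuronal markers and of the background behind HK in glia were chosen after the result was seen, as was the share of nuclei with a pan-neuronal UMI. The other tests in this part were planned.

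Neuronal receptor and channel genes were lower in BRC in glia-like classes. The 3 pan-neuronal markers (fne, nSyb and Syt1) stood in glia at 9.53% of their level in KCs in BRC and at 54.3% in ddH2O. The tables argue against doublets of glia and neurons in the ddH2O library, since 99.9% of its glia nuclei held a UMI of these markers and the receptor genes' log2 ratio between the shallower and the deeper of these nuclei was 0.0223. By type that ratio went both ways, from -0.09 in EG to 0.09 in CG. Neurons placed in glia-like clusters by the integration are argued against by a log2 ratio of the markers in glia of -2.97 without integration. Free neuronal RNA in the ddH2O library cannot be told apart from a change of these genes in glia with BRC, although the log2 ratio of the pan-neuronal markers between the libraries was -2.93 in glia. Free RNA would take a larger share of shallow nuclei, and between shallower and deeper ddH2O glia the markers had a log2 ratio of 0.300, from -0.08 in EG to 0.747 in CG, and the channel genes one of 0.176, from -0.156 in EG to 0.661 in CG. The median over the receptor genes was 0.147, at percentile 99.5 of random lists, with 0.368 in CG and -0.0871 in EG. The trend over glia is thus there for each of these lists, but it comes mostly from CG and is missing in EG. The channel genes also lacked it in AST (-0.0857) and SG (-0.0385). The receptor median was 0.00949 in AST and -0.0611 in SG, while the pan-neuronal markers had 0.106 and 0.0534 there.

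Pgd and TKT were higher in BRC over the named types together, by a log2 ratio of 1.03. In OLCs it was 0.552 (-0.161 to 1.21), not detectable at these counts, and OPNs were too few to tell. For Pgd and TKT higher in BRC in glia-like classes, a depth difference between the libraries is argued against. Between glia of the libraries matched by cell type and number of UMIs, their log2 ratio was 0.834 (0.548 to 1.12). Free RNA from nuclei outside the named classes is argued against by the gain in their CPM. In CG this gain was 3.23 times that in KCs, while free RNA would add alike to both. A stronger background of RNA from other cells in the ddH2O library was not set apart for them and stays open. In AST and EG their log2 ratio, 1.18 and 1.16, lay below that of the summed markers of glia and of the type, 1.68 and 1.79. In CG and SG it lay above, at 0.952 and 1.32 against 0.352 and 0.5002. For Pgd and TKT higher in BRC in neuron-like classes, neither a depth difference between the libraries nor free RNA from nuclei outside the named classes can be set aside, and they cannot be told apart from a change in the neurons. Matched by cell type and number of UMIs, neurons had a log2 ratio of 0.636 (-0.179 to 1.48). The log2 ratio between shallower and deeper BRC neurons was 0.12 on few UMIs.

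HK, Pgi and Tpi were lower in BRC in KC-like nuclei. Free RNA from other classes in the ddH2O library cannot be told apart from a change in KCs. The log2 ratio of these genes between shallower and deeper ddH2O nuclei of KCs was 0.0604 (-0.0782 to 0.199). The glia class markers had 0.287 (0.239 to 0.335) there, a trend of free RNA that the enzyme genes did not share. The glia class markers also fell with them in KCs from ddH2O to BRC, by a log2 ratio of -0.80, which goes with free RNA. A stronger background of RNA from other cells in the ddH2O library stays open as a candidate explanation for HK higher in BRC in AST-like nuclei, EG-like nuclei, CG-like nuclei and SG-like nuclei. The log2 ratio of HK was 1.26 in AST, 0.962 in EG, 0.492 in CG and 0.662 in SG, and that of the summed markers of glia and of the type itself 1.68, 1.79, 0.352 and 0.5002. In CG and SG HK rose more than these markers, within counting error. With all glia class markers summed, the ratio was 0.237 (0.201 to 0.272) in CG and 0.397 (0.368 to 0.426) in SG. A change of HK in glia with BRC stays open and was not tested apart from it.

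For the high separability of the libraries in every named class (OPNs had too few nuclei), a shift shared by all classes of a library is a candidate explanation. Forests trained on a type told the libraries apart in another with a median AUC of 0.934 (0.816 to 0.993), with thinned nuclei and without the gland list and the 50 most abundant genes. Treatment and preparation both differ between the libraries and stay open.

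The log2 ratios of means of log-normalized values lay below the log2 ratios of summed CPM in 29 of 30 pairs of an enzyme gene and a cell type. The median gap was -0.33 in all nuclei and -0.000208 after thinning. Lower depth per nucleus in the BRC library is a candidate explanation that this does not test. Thinning evens depth within each library as well as between them, so the gap would close in either case.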
